# Sex and strain dependent differences in mucosal immunology and microbiota composition in mice

**DOI:** 10.1186/s13293-018-0186-6

**Published:** 2018-06-18

**Authors:** Marlies Elderman, Floor Hugenholtz, Clara Belzer, Mark Boekschoten, Adriaan van Beek, Bart de Haan, Huub Savelkoul, Paul de Vos, Marijke Faas

**Keywords:** Microbiota, Sex differences, B6, BALB/c, Mesenteric lymph nodes, Colon, Intestinal immune populations, Mucosal immune populations

## Abstract

**Background:**

A dysbiosis in the intestinal microbiome plays a role in the pathogenesis of several immunological diseases. These diseases often show a sex bias, suggesting sex differences in immune responses and in the intestinal microbiome. We hypothesized that sex differences in immune responses are associated with sex differences in microbiota composition.

**Methods:**

Fecal microbiota composition (MITchip), mRNA expression in intestinal tissue (microarray), and immune cell populations in mesenteric lymph nodes (MLNs) were studied in male and female mice of two mouse strains (C57B1/6OlaHsd and Balb/cOlaHsd). Transcriptomics and microbiota data were combined to identify bacterial species which may potentially be related to sex-specific differences in intestinal immune related genes.

**Results:**

We found clear sex differences in intestinal microbiota species, diversity, and richness in healthy mice. However, the nature of the sex effects appeared to be determined by the mouse strain as different bacterial species were enriched in males and females of the two strains. For example, *Lactobacillus plantarum* and *Bacteroides distasonis* were enriched in B6 females as compared to B6 males, while *Bifidobacterium* was enriched BALB/c females as compared to BALB/c males. The strain-dependent sex effects were also observed in the expression of immunological genes in the colon. We found that the abundance of various bacteria (e.g., *Clostridium leptum et rel.*) which were enriched in B6 females positively correlated with the expression of several genes (e.g., *Il-2rb*, *Ccr3*, and *Cd80*) which could be related to immunological functions, such as inflammatory responses and migration of leukocytes. The abundance of several bacteria (e.g., *Faecalibacterium prausnitzii et rel.* and *Coprobacillus et rel.- Clostridium ramosum et rel.*) which were enriched in BALB/c males positively correlated to the expression of several genes (e.g., *Apoe*, *Il-1b*, and *Stat4*) related to several immunological functions, such as proliferation and quantity of lymphocytes. The net result was the same, since both mouse strains showed similar sex induced differences in immune cell populations in the MLNs.

**Conclusions:**

Our data suggests a correlation between microbiota and intestinal immune populations in a sex and strain-specific way. These findings may contribute to the development of more sex and genetic specific treatments for intestinal-related disorders.

**Electronic supplementary material:**

The online version of this article (10.1186/s13293-018-0186-6) contains supplementary material, which is available to authorized users.

## Background

The human gut harbors trillions of microbes [1]. The recent change of the traditional view that gut microbiota not only affect fermentation of food components, but also influence metabolism and immune status, has led to the realization that these microbes can impact health on different levels and that they are instrumental for maintaining health [2–4]. Microbes in the intestine can substantially be influenced by external factors such as diet and antibiotics, which may disturb the microbiota-host interactions in an undesirable way and can ultimately lead to disease [5]. However, these findings also demonstrate the potential to improve human health or to treat and prevent diseases by using nutrition or drugs [5, 6].

During recent years, a disbalance in intestinal microbiota communities (intestinal dysbiosis) has been found to play a significant role in the pathogenesis of a large number of immunological Western diseases, such as inflammatory bowel disease (IBD), other autoimmune diseases, and metabolic syndrome [7, 8]. This growing list of Western-world diseases correlates with changes in microbiota composition [9–11]. Microbiota-derived molecules, such as short-chain fatty acids (SCFAs), have been recognized to influence intestinal immune cells [12, 13]. For example, the SCFA butyrate has been shown to induce the differentiation of T regulatory (Tregs) in the colon [14]. Furthermore, some microbiota are involved in the generation of specific regulatory responses in T-cells [12, 15], while others stimulate specific T helper 17 (Th17) cell responses [16].

There is a sex bias in the prevalence of many of the aforementioned Western-world diseases [17–19]. It is currently unknown whether this sex bias is influenced by sex-dependent differences in immune modulating microbiota. Sex differences in peripheral immune responses are well known [20, 21], and in general, it is thought that females have a stronger innate and adaptive immune response as compared with males [22]. However, also here the influence of microbiota differences has gained minor attention. Although several studies showed the existence of sex differences in microbiota composition [23–28], minor knowledge is available on sex differences in intestinal immunology and on the influence of microbiota on sex-specific immune responses. Markle et al. and Yurkovetskiy et al. both showed that microbiota and sex hormones contribute to the effector mechanism of sex bias in type 1 diabetes in non-obese diabetic (NOD) mice [23, 27]. If sex-dependent microbiota differences underlie the differences in sex-specific immunity, it might open new venues for designing effective strategies to improve human health by manipulating microbiota and associated immune responses in a sex-specific way. Therefore, in this study, we investigated the relationship between sex differences in immune populations and sex differences in microbiota in healthy mice.

As various factors, such as the reproductive condition, genetic background, and diet, can interfere with the sex effects [25, 28, 29], we compared male and female mice from two different strains (C57B1/6OlaHsd (B6) and Balb/cOlaHsd (BALB/c)) with two difference genetic backgrounds under exactly the same reproductive and dietary conditions. The B6 and BALB/c strains were specifically chosen, because of their known difference in intestinal immune responses during Dextran sulfate sodium (DSS)-induced colitis [30, 31]. In mice from both sexes and mouse strains, we analyzed the microbiota composition and we performed a microarray on colonic tissue. We combined the transcriptomics data and the microbiota data and performed a bio-mathematical analysis, in order to find bacterial species, which may potentially be related to sex-specific differences in intestinal gene expression. Subsequently, key immunological changes found in the microarray were studied in the MLN using flow cytometry. The MLN are used as intestinal reference site, as this is the place where lymphocytes are primed and activated by intestinal DCs deriving from the gut [32].

## Methods

### Study design

This study was designed to assess the effect of sex on intestinal microbiota and intestinal immune cell composition in mice. Two different mice strains were used; C57B1/6OlaHsd (B6) and Balb/cOlaHsd (BALB/c). In both strains (*n* = 20 per strain) two groups were present; female and male mice (*n* = 10 per sex). Between an age of 11 and 23 weeks, all mice were sacrificed by cervical dislocation under anesthesia (isoflurane and oxygen). Table 1 provides an overview of the characteristics of all mice (*n* = 10 per group), and Table 2 provides an overview of the characteristics of the mice which were, per strain and sex, randomly selected from two cages for microbiota and microarray analysis (*n* = 5 per group). Subsequently, their mesenteric lymph nodes (MLN) were removed for immune cell analysis. During sacrifice, feces from the distal colon were collected for MITChip analysis. Approximately 1 cm of proximal colon was removed for microarray analysis. All female mice were sacrificed during the diestrus phase of their ovarian cycle to ensure low stable levels progesterone and estrogens.

**Table 1:** Overview of mice characteristics. No significant differences in age at sacrifice were found between males and females within each mouse strain (Kruskal-Wallis test followed by Dunn’s multiple comparison test, *p* < 0.05)

	BALB/c male	BALB/c female	B6 male	B6 female
Number of mice	10	10	10	10
Age at sacrifice (weeks)	12.8 (2.4)	15.3 (3.4)	17.0 (3.4)	18.8 (3.3)

**Table 2:** Overview of mice characteristics selected for microbiota and microarray analysis. No significant differences in age at sacrifice were found between males and females within each mouse strain (Kruskal-Wallis test followed by Dunn’s multiple comparison test, *p* < 0.05)

	BALB/c male	BALB/c female	B6 male	B6 female
Number of mice	5	5	5	5
Age at sacrifice (weeks)	13.9 (4.3)	18.5 (3.5)	19.7 (1.4)	18.2 (0.4)

### Mice

Male and female wild-type B6 and BALB/c mice were purchased from Harlan (Harlan, Horst, the Netherlands) at an age of 8 weeks. Mice were co-housed (five mice per cage, according to sex and strain) in isolated ventilated cages to limit environmental influences. The animals had ad libitum access to food (D12450B diet from Research Diets Services, Wijk bij Duurstede, the Netherlands) and water.

### Bacterial DNA extraction and microbiota profiling

Total DNA was extracted from the fecal samples (*n* = 5 mice per group, divided over at least two different cages) using the repeated bead-beating-plus column (RBB + C) method [33]. The microbiota composition was determined using the mouse intestinal tract chip (MITChip), a diagnostic 16S rRNA array, which consists of 3580 unique probes designed to profile murine intestinal microbiota [34]. Briefly, for MITChip, 16S rRNA gene amplification of the bacterial DNA, in vitro transcription, labeling, and hybridization were carried out as described previously [35]. Data were normalized and analyzed using a set of R-based scripts in combination with a custom-designed relational database, which operates under the MySQL database management system. For microbial profiling, the Robust Probabilistic Averaging (RPA) signal intensities of 2667 specific probes for the 94 genus-level bacterial groups detected on the MITChip, were used [36]. Diversity calculations were performed using a microbiome R-script package (https://github.com/microbiome). The redundancy analysis (RDA) was performed in Canoco 5.0, where variables were tested for their significance by the Monte Carlo permutation and visualized in triplots [37].

### Intestinal microarray analysis

For microarray analysis, RNA was purified from the proximal colon of mice (*n* = 5 per group) using TRIzol (Life Technologies, Calsbad, CA, USA) followed by an additional round of purification with RNeasy Minikit columns (Qiagen, Venlo, the Netherlands). The quality of RNA was determined using RNA 6000 nanochips on the Agilent 2100 bioanalyzer (Agilent Technologies, Amsterdam, the Netherlands). Purified RNA (100 ng) was labeled with the Affymetrix WT PLUS reagent kit (Affymetrix, Santa Clara, CA, USA) and hybridized to an Affymetrix Mouse Gene 1.1 ST array plate (Affymetrix, Santa Clara, CA, USA). Hybridization, washing, and scanning were carried out on an Affymetrix GeneTitan platform according to the manufacturer’s instructions. Arrays were normalized using the robust multiarray average method [38, 39]. Probe sets were defined according to Dai et al. (2005) [40]. In this method, probes are assigned to Entrez IDs as a unique gene identifier. The *p* values were calculated using an intensity-based moderated *t* statistic (IBMT) [41]. Only probe sets with a fold-change of at least 1.2 (up/down) and a *p* value < 0.05 were considered to be significantly different. The microarray data was validated by real-time quantitative PCR (see Additional file 1 for the used method and results).

To gain insight into the biological role of the sexually dimorphically expressed genes, we investigated the functions in which these genes are involved using Ingenuity Pathway Analysis (IPA) (Ingenuity System). The IPA output includes biological functions and signaling pathways with statistical assessment of the significance of their representation based on Fisher’s exact test. Here, this test calculates the probability that genes participate in a given biological function relative to their occurrence in all other biological function annotations. Our IPA analyses included comparison of differentially regulated genes in the colon of males and females in both B6 and BALB/c mice.

### Multivariate integration and correlation analysis

To gain insight in the relationship between the colonic gene expression and microbiota composition, the microarray and MITChip datasets were combined, using the linear multivariate method partial least squares (PLS) [42], as described previously [43]. This integration of datasets per individual mouse gives a direct correlation between gene expression and microbiota composition in these samples. For 15 mice, both gene expression and data on microbiota composition were available (*n* = 3–5 per group). Both datasets were log2 transformed before analysis, and the canonical correlation framework of PLS was used [44]. The correlation matrices were visualized in clustered image maps [45]. Analyses were performed in R using the library mixOmics [46]. A positive correlation between bacteria and genes indicates that a higher abundance of the bacteria is associated with a higher expression of the particular cluster of genes. A negative correlation between bacteria and genes indicates that a lower abundance of the bacteria is associated with a lower expression of the particular cluster of genes.

### Mesenteric lymph node cell isolation

Single cell suspensions of the MLN were made by mechanical disruption of the tissues between two object glasses in 2 ml ice cold RPMI containing 10% heat inactivated fetal calf serum (FCS). Falcon tubes with cell strainer caps (Corning, Amsterdam, the Netherlands) (35 μm) were used to remove cell clumps before the cells were counted and used for staining.

### Cell staining

MLN cells were stained for T lymphocytes (CD3^+^), T cytotoxic cells (CD8^+^) and T helper cells (CD4^+^). Expression of CD69, α4ß7, CD62L, and CD44 was measured within the CD8^+^ and CD4^+^ cell subsets. Specifications of the antibodies used are described in Table 3. All antibodies were diluted in a volume of 25 μl, supplemented to a volume of 25 μl with FACS buffer (PBS + 10% FCS (*v/v*)). Approximately 0.5 × 10^6^ MLN cells were incubated for 20 min in FACS buffer (10% FCS (*v/v*)) containing 20% (*v/v*) normal rat serum (Jackson, Newmarket, UK) and 2% (*v/v*) Fc block (CD16/32) (Biolegend, Uithoorn, the Netherlands) to prevent non-specific antibody binding followed by incubation in the primary antibody mix for 30 min. Next, the cells were incubated with a biotinylated antibody (streptavidin-Pacific Orange) for 30 min and subsequently fixed in FACS lysing solution (BD Biosciences, Breda, the Netherlands) for 30 min. Washing was performed in between all incubation steps. The whole procedure was performed on ice and in the dark. Isotype control antibodies were used at the same concentration and purchased from the same company as the primary and secondary antibodies.

**Table 3:** Antibody specifications

Specificity	Clone name	Fluorchrome	Concentration	Dilution^a^	Supplier
CD3	17A2	Pacific blue	0.5 mg/ml	80×	Biolegend
CD8	53–6.7	A700	0.5 mg/ml	50×	Biolegend
CD4	GK1.5	PE-Cy7	0.2 mg/ml	100×	Biolegend
CD69	H1.2F3	FitC	0.5 mg/ml	25×	Biolegend
α4β7	DATK32	APC	0.2 mg/ml	25×	Biolegend
CD62L	MEL-14	Biotin	0.5 mg/ml	200×	Biolegend
		Streptavidin-Pacific Orange	1 mg/ml	100×	ThermoFisher
CD44	IM7	APC-Cy7	0.2 mg/ml	100×	Biolegend

^a^Dilution used in a total volume of 25 μl supplemented with PBS + 10% FCS

### Flow cytometry

Cell samples were analyzed using the LSR-II Flow Cytometer system (BD Biosciences, Breda, the Netherlands) using FACS Diva software. Analysis was performed using FlowJo version 10 software (FlowJo, LLC, OR, USA). Lymphocytes were gated based on size in the forward side scatter plot, and T cells were determined by selecting CD3^+^ cells. Within the CD3^+^ cells, CD4^+^ and CD8^+^ cells were selected. Within both the CD4^+^ and CD8^+^ population, the percentage of cells expressing CD69, α4ß7, CD62L, and CD44 was measured. Therefore, all their isotype controls were set at 1% and these gates were copied to the samples with the antibody mix (see also Figs. 4 and 5).

### Statistical analysis

For flow cytometry data, Shannon diversity, microbiota richness and the Firmicutes/Bacteroidetes ratio, data are expressed as the mean with standard error of the mean (SEM). The Kolmogorov-Smirnov test was used to determine normal distribution of the data. When the data were not normally distributed a log transformation was performed before analysis. The data were analyzed with a two-way ANOVA followed by a Bonferroni post-test when interaction was found. For analyzing significant effects of sex and strain on the abundance of bacteria groups a Mann–Whitney *U* test was used. *p* values of 0.05 or smaller were considered statistically significant and *p* values between 0.05 and 0.1 were defined as a trend.

## Results

### Sex influenced intestinal microbiota composition in a mouse strain-dependent way

The microbial composition in the feces of males and females of both BALB/c and B6 mice was determined using the phylogenetic microarray, the mouse intestinal tract Chip (MITChip). Additionally, we determined the richness (number of unique species) and Shannon diversity (calculation between richness and evenness (abundances over species) of the microbiota composition. Overall, males had a lower diversity (two-way ANOVA, *p* = 0.046) and richness (two-way ANOVA, *p* = 0.027) than females (Fig. 1a, b), while there was no effect of strain. A higher ratio of Firmicutes/Bacteroidetes was found in BALB/c mice (two-way ANOVA, *p* = 0.009); however, this ratio was not influenced by sex (Fig. 1c).

**Fig. 1:**
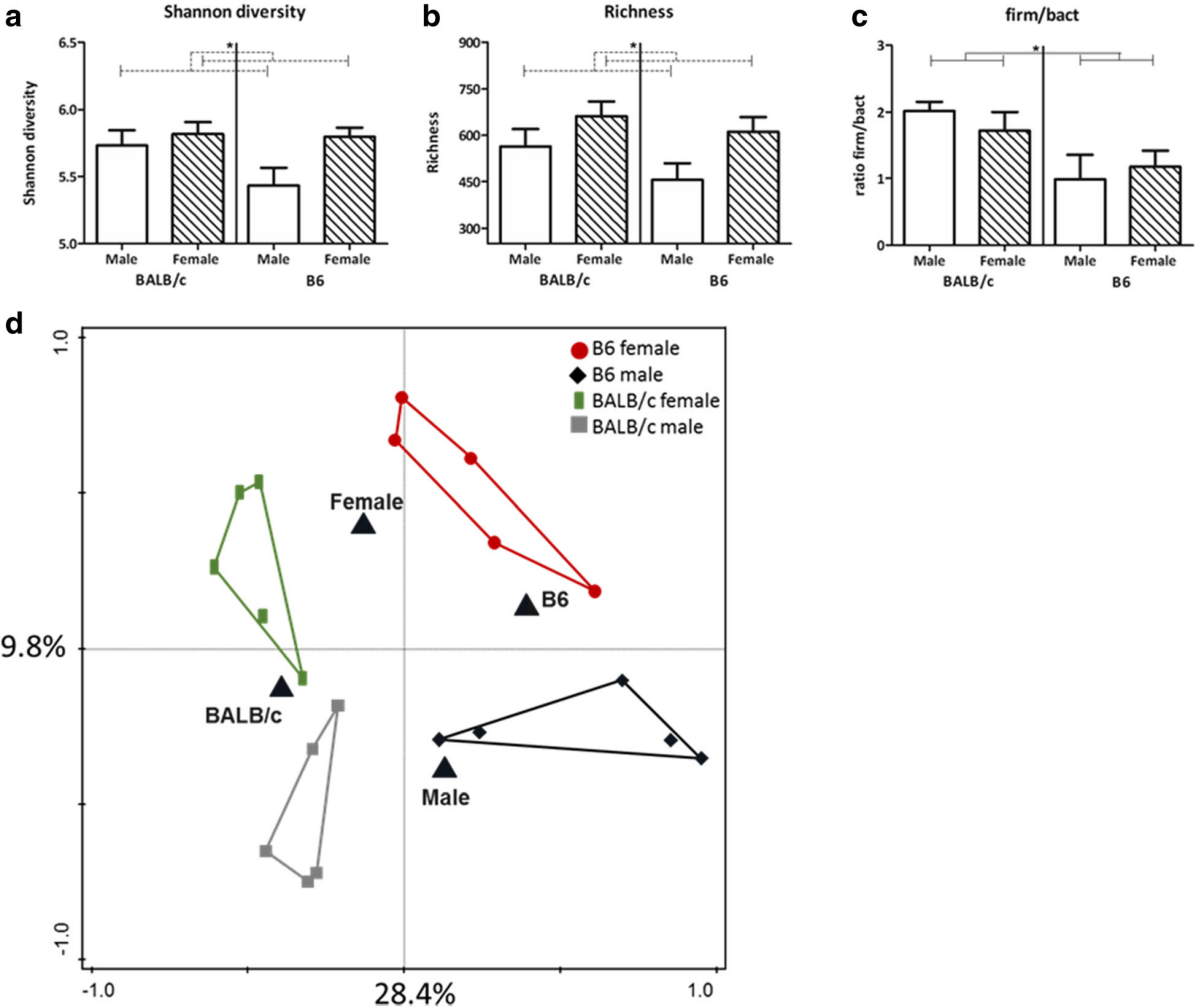
Effect of sex and strain on fecal microbiota characteristics. Shannon diversity (**a**), richness (**b**), and the Firmicutes/Bacteroidetes (**c**) ratio in the fecal microbiota of male and female BALB/c and B6 mice (5 mice per group). Results are shown as mean + SEM and were tested for overall strain and sex effects using a two-way ANOVA followed by a Bonferroni post hoc test to test for strain-specific sex effects when interaction was found. Significant strain effects are indicated with solid lines and significant sex effects are indicated with dashed lines (*p* < 0.05). RDA plot showing the variation explained by the components genotype and sex (five mice per group) (**d**). The total variation that can be explained by the variables genotype (26.5%) and sex (11.6%) is 38.1%. Both variables are significant in explaining the variation (Monte Carlo permutation, *p* < 0.05)

Redundancy analysis showed that the total variation in microbiota composition explained by the variables genotype and sex is 38.1%. Sex explained 11.6% of the variance in microbiota composition (Fig. 1d). This was, however, mouse strain dependent, since the variable strain explained 26.5% of the variance in the microbial composition. Table 4 provides an overview of the relative abundance of the bacteria groups and the differences in relative abundance between males and females within each mouse strain.

**Table 4:** Relative abundance of bacteria groups in BALB/c and B6 male and female mice (*n* = 5). Differences between males and females within each mouse strain were determined with a Mann–Whitney *U* test. Significant differences are highlighted in italics

Bacteria group	BALB/c female	BALB/c male	*p* value	B6 female	B6 male	*p* value B6
*Acholeplasma et rel.*	0.0041%	0.0061%	0.095	0.0084%	0.0096%	0.690
*Aerococcus urinaeequi et rel.*	0.0074%	0.0117%	0.095	0.0098%	0.0097%	0.841
*Alistipes et rel.*	0.9156%	0.3753%	0.095	0.5414%	0.3036%	0.095
*Allobaculum et rel.*	0.2716%	0.2299%	0.548	4.0636%	7.4252%	0.095
*Anaerovorax et rel.*	0.0644%	0.0841%	0.222	0.0513%	0.0578%	0.548
*Atopobium*	0.0046%	0.0078%	*0.032*	0.0096%	0.0150%	0.310
*Bacteroides distasonis et rel.*	0.1100%	0.0266%	0.690	0.1126%	0.0373%	*0.016*
*Bacteroides vulgatus et rel.*	0.2397%	0.0924%	0.151	0.0631%	0.0585%	0.548
*Bifidobacterium*	0.0828%	0.0250%	*0.008*	1.8595%	2.9444%	1.000
*Bilophila et rel.*	0.0179%	0.0196%	0.421	0.0155%	0.0138%	1.000
*Catenibacterium*	0.0140%	0.0202%	0.056	0.0259%	0.0330%	0.548
*Clostridium difficile et rel.*	0.9357%	0.7979%	0.310	1.1169%	0.2468%	*0.032*
*Clostridium herbivorans et rel.*	0.0083%	0.0134%	0.095	0.0132%	0.0143%	0.690
*Clostridium lactifermentans et rel.*	0.3127%	0.3251%	0.841	0.1212%	0.1025%	0.421
*Clostridium leptum et rel.*	0.5591%	0.4151%	0.095	0.4190%	0.1997%	*0.008*
*Clostridium perfringens et rel.*	2.3301%	2.7132%	0.690	0.3328%	0.0963%	*0.016*
*Clostridium symbosium et rel.*	0.5136%	0.5040%	0.841	0.7587%	0.3233%	0.056
*Coprobacillus catenoformis et rel.*	0.0230%	0.0483%	*0.008*	0.0273%	0.0410%	0.222
*Coprobacillus et rel.- Clostridium ramosum et rel.*	0.1377%	0.2504%	*0.032*	0.2859%	0.3510%	0.690
*Corynebacterium et rel.*	0.0067%	0.0104%	0.056	0.0108%	0.0128%	0.548
*Desulfovibrio et rel.*	0.0789%	0.0904%	0.548	0.0454%	0.0355%	0.841
*Dialister et rel.*	0.0027%	0.0044%	0.095	0.0044%	0.0048%	0.548
*Dorea et rel.*	3.4135%	8.6217%	0.095	2.3603%	2.4100%	0.841
*Eggerthella et rel.*	0.2295%	0.4959%	*0.016*	0.2927%	0.5021%	*0.032*
*Enterococcus*	0.2846%	0.4653%	0.310	0.1058%	0.0130%	*0.008*
*Eubacterium cylindroides et rel.*	0.0141%	0.0225%	0.095	0.0232%	0.0263%	0.690
*Eubacterium hallii et rel.*	0.0026%	0.0043%	0.095	0.0043%	0.0047%	0.548
*Eubacterium siraeum et rel.*	0.0084%	0.0139%	0.095	0.0135%	0.0145%	0.548
*Faecalibacterium prausnitzii et rel.*	0.0029%	0.0046%	0.095	0.0051%	0.0050%	0.690
*Lachnobacillus bovis et rel.*	1.9742%	2.1309%	0.841	1.6788%	1.0041%	0.421
*Lachnospira pectinoschiza et rel.*	0.9649%	0.4554%	0.310	0.3867%	0.3047%	0.421
*Lactobacillus acidophilus et rel.*	0.0418%	0.0592%	0.222	0.4314%	0.0518%	0.016
*Lactobacillus delbrueckii et rel.*	0.0062%	0.0097%	0.222	0.0176%	0.0100%	0.548
*Lactobacillus paracasei et rel.*	0.0121%	0.0182%	0.095	0.0153%	0.0129%	0.690
*Lactobacillus plantarum et rel.*	0.0222%	0.0300%	0.222	0.3977%	0.0452%	*0.032*
*Lactobacillus salivarius et rel.*	0.5801%	1.9226%	0.095	1.1330%	0.7385%	1.000
*Lactococcus et rel.*	0.0029%	0.0047%	0.056	0.0048%	0.0054%	0.548
*Mucispirillum schaedleri et rel.*	0.1270%	0.1483%	0.690	0.0544%	0.0260%	0.222
*Papillibacter cinnamivorans et rel.*	0.1624%	0.1898%	0.548	0.0784%	0.0734%	0.841
*Propionibacterium*	0.0036%	0.0055%	0.056	0.0067%	0.0082%	0.548
*Roseburia intestinalis et rel.*	0.0210%	0.0344%	0.056	0.0324%	0.0333%	0.690
*Ruminobacter amylophilus et rel.*	0.0035%	0.0056%	0.056	0.0054%	0.0056%	0.548
*Ruminococcus callidus et rel*	0.0197%	0.0268%	0.095	0.0241%	0.0242%	0.548
*Ruminococcus obeum et rel.*	0.0063%	0.0107%	0.095	0.0091%	0.0098%	0.690
*Solobacterium moorei et rel.*	0.0116%	0.0184%	0.056	0.0231%	0.0275%	0.690
*Sporobacter termitidis et rel.*	17.1016%	13.7342%	0.421	8.8797%	5.9207%	0.222
*Staphylococcus aureus et rel.*	0.0171%	0.0669%	*0.008*	0.0216%	0.0238%	0.690
*Streptococcus intermedius et rel.*	0.0067%	0.0112%	*0.032*	0.0101%	0.0085%	0.690
*Subdoligranulum et rel.*	0.0046%	0.0073%	0.056	0.0061%	0.0065%	0.548
*Sutterella wadsworthia et rel.*	0.0127%	0.0205%	0.056	0.0300%	0.1068%	0.310
*Turicibacter et rel.*	0.6261%	0.4110%	0.421	0.3876%	0.0261%	*0.008*
*Unclassified Bacteroidetes*	0.0029%	0.0044%	0.095	0.0046%	0.0049%	0.548
*Unclassified Clostridiales I*	0.0617%	0.1277%	0.056	0.1199%	0.1494%	0.690
*Unclassified Clostridiales II*	0.1700%	0.2517%	*0.032*	0.1490%	0.1350%	1.000
*Unclassified Clostridiales XIVa–close to Anaerostipes caccae*	0.0210%	0.0329%	0.056	0.0305%	0.0311%	0.690
*Unclassified Clostridiales XVI*	0.0751%	0.1497%	0.056	0.1577%	0.1977%	0.548
*Unclassified Mollicutes*	0.1218%	0.1663%	*0.016*	0.2794%	0.3999%	0.548
*Unclassified Porphyromonadaceae*	34.4807%	31.7121%	0.841	44.8531%	52.5080%	0.421
*Unclassified Prevotella*	1.1225%	0.3418%	0.690	0.2821%	0.2037%	0.095
*Uncultured Clostridiales*	0.2248%	0.1868%	0.151	0.1670%	0.1381%	0.690
*Veilonella*	0.0026%	0.0043%	0.095	0.0044%	0.0048%	0.548

### Sex influenced gene expression profiles in the colon in a mouse strain-dependent way

Next, we performed a microarray analysis on the colon of male and female mice. We performed this analysis in both BALB/c and B6 mice to identify potential mouse strain-dependent sex effects. In the colon, a total of 1110 genes in BALB/c mice and 3309 genes in B6 mice were differently expressed between males and females. The two mice strains shared 531 genes that were differently expressed between males and females in the colon (both up- and downregulated).

To gain insight into the biological role of the genes which were differently expressed between the sexes, we first studied the physiological activities and molecular and cellular functions per mouse strain in which these genes are involved using Ingenuity Pathway Analysis (IPA). We specifically focused on functions related to immunology. In the colon in both mouse strains, IPA showed enrichment for genes related to, among others, hematological system development and immune cell trafficking (Table 5).

**Table 5:** The top physiological activities and molecular and cellular functions related to the sexually dimorphic expressed genes in the proximal colon of both BALB/c and B6 mice (fold-change of 1.2 (up/down) and a *p* value < 0.05)

Group	Physiological system development and function	*p* value	# Mol.^a^
BALB/c	Hematological system development and function	6.67E-04-1.74E-13	170
	Tissue morphology	6.56E-04-4.43E-13	157
	Cell-mediated immune response	6.37E-04-3.59E-12	67
	Immune cell trafficking	6.67E-04-3.59E-12	110
*B6*	Hematopoiesis	6.44E-04-2.71E-09	80
	Tissue morphology	2.67E-07-1.21E-29	614
	Immune cell trafficking	4.90E-07-3.62E-29	360
	Hematological system development and function	4.90E-07-3.07E-26	577
	Cardiovascular system development and function	2.56E-07-2.40E-24	424
	Organismal development	4.33E-07-2.40E-24	808

^a^Number of molecules included in the indicated functions

Subsequently, we analyzed in more detail the functions of the genes that were differently expressed between the sexes and in both mouse strains. IPA listed 500 functions that were enriched, in both or one of the two strains, from the genes displaying sexually dimorphic expression. Again, we specifically focused on functions related to immune response (Table 6). We found that sex altered the expression of genes related to several immune functions in the colon in both mouse strains. Many functions were related to T lymphocytes, and more specifically to T cell activation, development, proliferation capacity, and homing and migration. However, for most functions, we found that sex did not have the same effect in both strains. For example, the quantity of T lymphocytes was increased in BALB/c males as compared with BALB/c females, while reduced in B6 males as compared with B6 females.

**Table 6:** Selection of immunological functions that are related to the genes with a different expression in males and females in both BALB/c and B6 mice in the proximal colon. The *z* score gives an indication of the activation or inhibition of the functions in males versus females. The number of molecules includes the number of molecules involved in the indicated function (fold-change of 1.2 (up/down) and a *p* value < 0.05)

Diseases or functions annotation	*z* score BALB/c	z score B6	*p* value BALB/c	*p* value B6	# Mol. BALB/c^a^	# Mol. B6^a^
Quantity of leukocytes	2.743	− 5.066	2.57E-11	4.64E-21	113	292
Quantity of lymphocytes	2.803	− 5.853	2.71E-09	2.45E-14	87	215
Quantity of T lymphocytes	2.638	−4.628	4.40E-07	1.46E-09	64	154
Quantity of granulocytes	− 0.018	0.063	5.13E-07	4.60E-12	42	104
Quantity of antigen presenting cells	2.556	− 1.933	6.91E-06	3.42E-08	35	82
Quantity of macrophages	1.925		1.03E-04		25	
Quantity of B lymphocytes	1.750	− 3.840	3.85E-05	3.11E-09	40	104
Quantity of dendritic cells	2.980		1.62E-04		17	
Proliferation of immune cells	0.895	− 2.700	5.17E-11	3.03E-12	100	228
Proliferation of lymphocytes	1.046	− 1.941	5.22E-10	3.57E-11	91	208
Proliferation of T lymphocytes	0.311		9.85E-10		78	
Homing of leukocytes	4.371	− 4.686	1.81E-08	2.24E-12	52	122
Homing of lymphocytes	4.226		2.67E-08		28	
Homing of T lymphocytes	3.798		4.00E-10		26	
Homing of helper T lymphocytes	2.805		1.41E-06		9	
Homing of regulatory T lymphocytes	1.980		1.69E-04		4	
Activation of leukocytes	2.053	− 3.085	1.15E-05	4.66E-18	74	225
Activation of T lymphocytes	1.303	− 1.944	1.01E-04	1.88E-08	40	105
Differentiation of neutrophils	0.599		2.62E-04		8	
Differentiation of leukocytes	2.423	− 3.410	6.65E-04	2.40E-10	64	190
Differentiation of T lymphocytes	0.697		6.75E-04		39	
T cell development	1.636		3.74E-04		51	
Inflammatory response	3.496	− 3.851	7.30E-10	1.19E-22	95	259
Bacterial Infections	0.179		2.86E-05		46	

^a^Number of molecules included in the indicated functions

### Correlation between microbiota composition and gene expression profile in the colon

To investigate the relation between microbiota species and immunological gene expression, we combined microbiota and colonic gene expression data from each BALB/c and B6 male and female mice individually, to evaluate direct correlations between gene expression and microbiota composition in these samples. We performed two separate correlations within each mouse strain to determine the effect of sex independent of mouse strain (Figs. 2 and 3). We integrated these datasets using a PLS-based canonical correlation approach. In total, 600 genes and 30 bacterial groups were retained for the first three components, and clustering of the correlation coefficients revealed six main clusters of host genes that correlated positively (red) or negatively (blue) to specific bacteria.

**Fig. 2:**
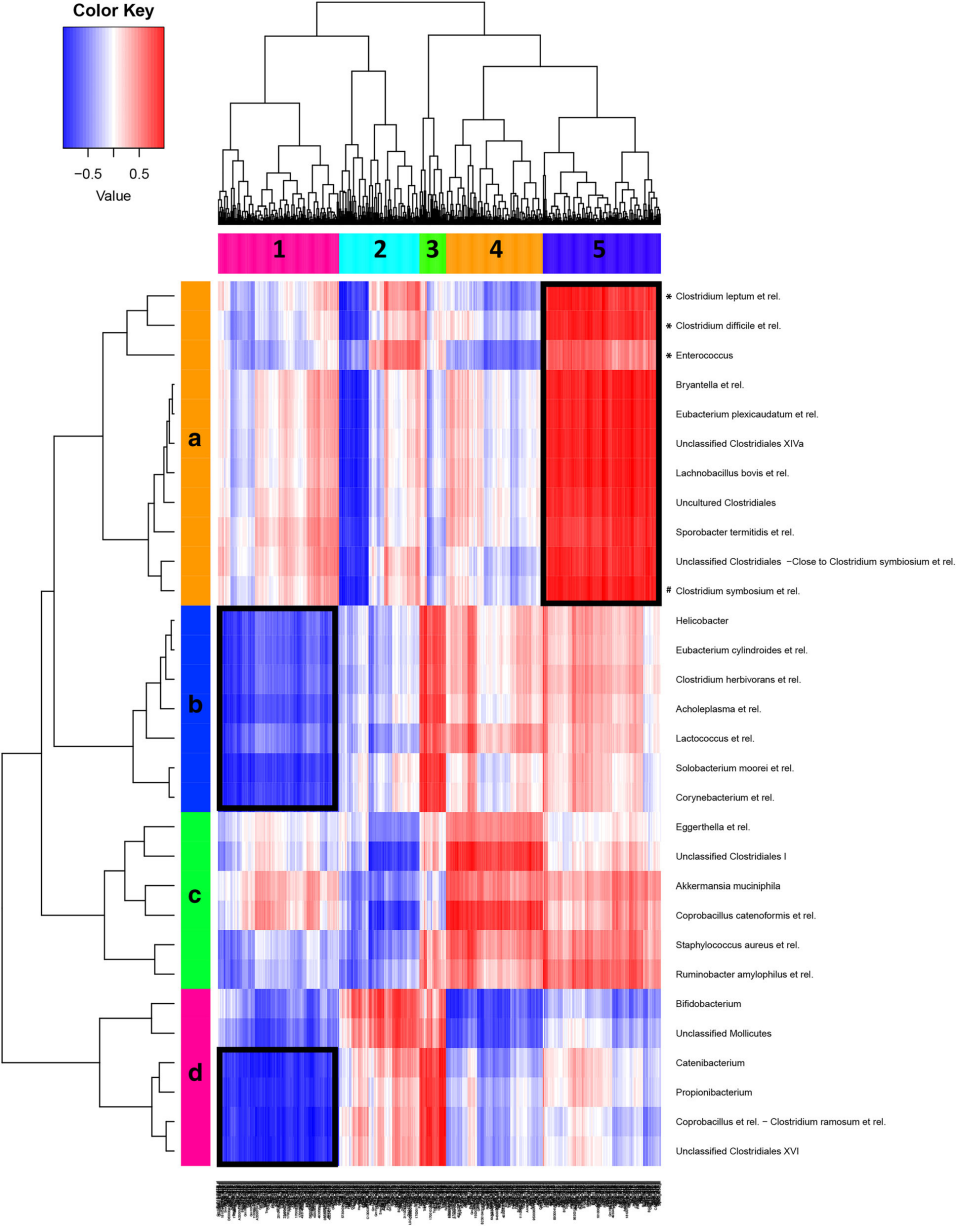
Correlation between microbiota species and gene expression in the colon of B6 mice. Heatmap of correlation analysis of MITChip (vertical) and microarray (horizontal) datasets of male and female B6 mice. The integration of datasets was done per individual mouse (five mice per group) and gives the direct correlations between gene expression and microbiota composition from these samples. In deep red, the cluster of genes that most positively correlated with a respective group of bacteria. In deep blue, the cluster of genes that most negatively correlated with a respective group of bacteria. Five main gene clusters (1–5) and four main bacteria clusters (A-D) were identified. The cluster framed in black is discussed in more detail in the text. A positive correlation between bacteria and genes indicates that a higher abundance of the bacteria is associated with a higher expression of the particular cluster of genes. A negative correlation between bacteria and genes indicates that a lower abundance of the bacteria is associated with a lower expression of the particular cluster of genes. The functions to which these genes are related to are presented in Table 7. Note that the bacteria and intestinal genes that were selected for the correlation were the ones most explanatory for variation between sex and mouse strain, and therefore the genes in a specific cluster do not necessarily have a significantly different expression between the sexes. Moreover, a positive correlation between bacteria and genes not necessary indicates that the particular function related to these genes is upregulated, as the genes involved may also have a suppressive effect on the function. Asterisks (*) and hashtags (#) indicate that the specific bacteria has a significantly/or tend to have a higher abundance in B6 females as compared to B6 males, respectively

**Fig. 3:**
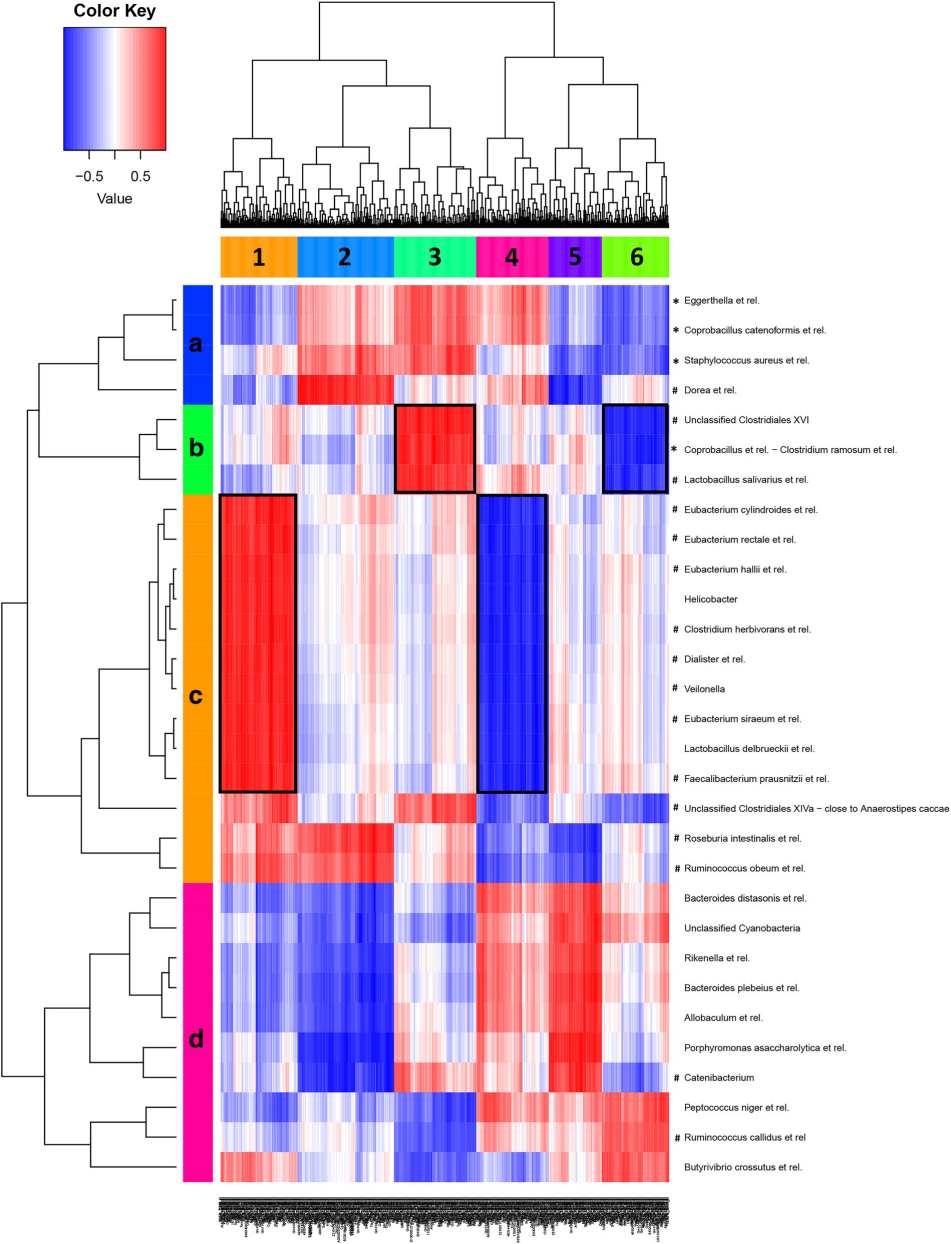
Correlation between microbiota species and gene expression in the colon of BALB/c mice. Heatmap of correlation analysis of MITChip (vertical) and microarray (horizontal) datasets of male and female BALB/c mice. The integration of datasets was done per individual mouse (five mice per group) and gives the direct correlations between gene expression and microbiota composition from these samples. In deep red, the cluster of genes that most positively correlated with a respective group of bacteria. In deep blue, the cluster of genes that most negatively correlated with a respective group of bacteria. Six main gene clusters (1–6) and four main bacteria clusters (A–D) were identified. The clusters framed in black are discussed in more detail in the text. A positive correlation between bacteria and genes indicates that a higher abundance of the bacteria is associated with a higher expression of the particular cluster of genes. A negative correlation between bacteria and genes indicates that a lower abundance of the bacteria is associated with a lower expression of the particular cluster of genes. The functions to which these genes are related to are presented in Table 7. Note that the bacteria and intestinal genes that were selected for the correlation were the ones most explanatory for variation between sex and mouse strain, and therefore the genes in a specific cluster do not necessarily have a significantly different expression between the sexes. Moreover, a positive correlation between bacteria and genes not necessary indicates that the particular function related to these genes is upregulated, as the genes involved may also have a suppressive effect on the function. Asterisks (*) and hashtags (#) indicate that the specific bacteria has a significantly/or tend to have a higher abundance in BALB/c males as compared to BALB/c females, respectively

Within the B6 strain (Fig. 2), a strong positive correlation was found between gene expression cluster 5 and several bacteria which were or tended to be enriched in the females (such as Clostridium *leptum et rel.*, *Clostridium difficile et rel.*, *Enterococcus*, and *Clostridium symbosium et rel.*). The genes in this cluster are related to, among others, inflammatory response and migration of leukocytes (Table 7). Within the BALB/c strain (Fig. 3), we found four gene expression clusters which strongly correlated to certain bacteria groups. Both gene expression clusters 1 and 3 showed a strong positive correlation with bacteria which tended to be enriched in males (*Eubacterium cylindroides et rel*., *Eubacterium hallii et rel*., *Clostridium herbivorans et rel. Dialister et rel*., *Veilonella*, *Eubacterium siraeum et rel.*, and *Faecalibacterium prausnitzii et rel.* in cluster 1 and *Unclassified Clostridiales XVI*, *Coprobacillus et rel.-Clostridium ramosum et rel.*, and *Lactobacillus salivarius et rel.* in cluster 3). The genes in cluster 1 are related to, among others, proliferation of lymphocytes and quantity of leukocytes, whereas the genes in cluster 3 are related to, among others, expansion of T (helper) lymphocytes (Table 7). The gene expression clusters 4 and 6 showed a strong negative correlation with bacteria which tended to be enriched in males. Gene cluster 4 is related to, among others, quantity of leukocytes and chemotaxis of phagocytes, whereas gene cluster 6 is not related to immune functions (Table 7). The bacteria and intestinal genes that were selected for the correlation were the ones most explanatory for variation between sex and mouse strain, and therefore the genes in a specific cluster do not necessarily have a significantly different expression between the sexes. Moreover, a positive correlation between bacteria and genes not necessarily indicates that the particular function related to these genes is upregulated, as the genes involved may also have a suppressive effect on the function.

**Table 7:** Selection of immunological functions that are related to the genes in cluster 5 (B6 mice) and clusters 1, 3, and 6 (BALB/c mice) from the correlation analysis of MITChip and microarray

Gene cluster	Diseases or Functions Annotation	*p* value	# Mol.
Cluster 5 (B6)	Inflammatory response	6.46E-05	20
	Leukocyte migration	3.55E-04	20
	Infection of CD4+ T-lymphocytes	4.81E-04	2
	Quantity of leukocytes	6.13E-04	20
	Activation of leukocytes	8.90E-04	16
Cluster 1 (BALB/c)	Proliferation of lymphocytes	5.22E-05	34
	Quantity of leukocytes	5.78E-05	40
	Quantity of lymphoid cells	7.54E-05	33
	Quantity of myeloid cells	1.24E-04	24
	Quantity of mononuclear leukocytes	1.53E-04	33
Cluster 3 (BALB/c)	Expansion of T lymphocytes	1.60E-05	7
	Expansion of helper T lymphocytes	2.12E-05	4
	Immune response of leukocytes	1.06E-04	9
	Immune response of phagocytes	1.64E-04	7
	Leukocyte migration	5.60E-04	15
Cluster 4 (BALB/c)	Cell death of chronic lymphocytic leukemia B cells	1.65E-05	3
	Quantity of leukocytes	2.83E-05	17
	Chemotaxis of phagocytes	3.32E-05	9
	Quantity of mononuclear leukocytes	1.17E-04	14
	Quantity of phagocytes	1.32E-04	10

^a^Number of molecules included in the indicated functions

### Both sex and strain influenced T cell activation, migration, and maturation in the mesenteric lymph nodes

The results of the microarray showed that the expression of several genes which can be related to immunological functions (e.g., T cell trafficking, activation, and maturation) were up- or downregulated by sex (Table 6). Therefore, we evaluated the effect of sex on T lymphocytes in the mesenteric lymph nodes (MLN) using flow cytometry. We chose the MLN, since this is an important site for the induction of intestinal immune responses [32]. We measured the percentages of T lymphocytes, T helper (CD4^+^) cells, and T cytotoxic (CD8^+^) cells. Furthermore, we measured their expression of the early activation marker (CD69), their expression of gut-homing receptor α4ß7 and their maturation status (CD62L and CD44). Overall, male mice had a lower percentage of T lymphocytes in their MLN than female mice (two-way ANOVA, *p* = 0.010) (Fig. 4a). Interaction between sex and strain was found in the CD4^+^/CD8^+^ ratio (two-way ANOVA, *p* = 0.004); BALB/c males had a lower CD4^+^/CD8^+^ ratio than BALB/c females (Bonferroni, *p* < 0.01), while no effect of sex was seen in the B6 strain (Fig. 4b).

**Fig. 4:**
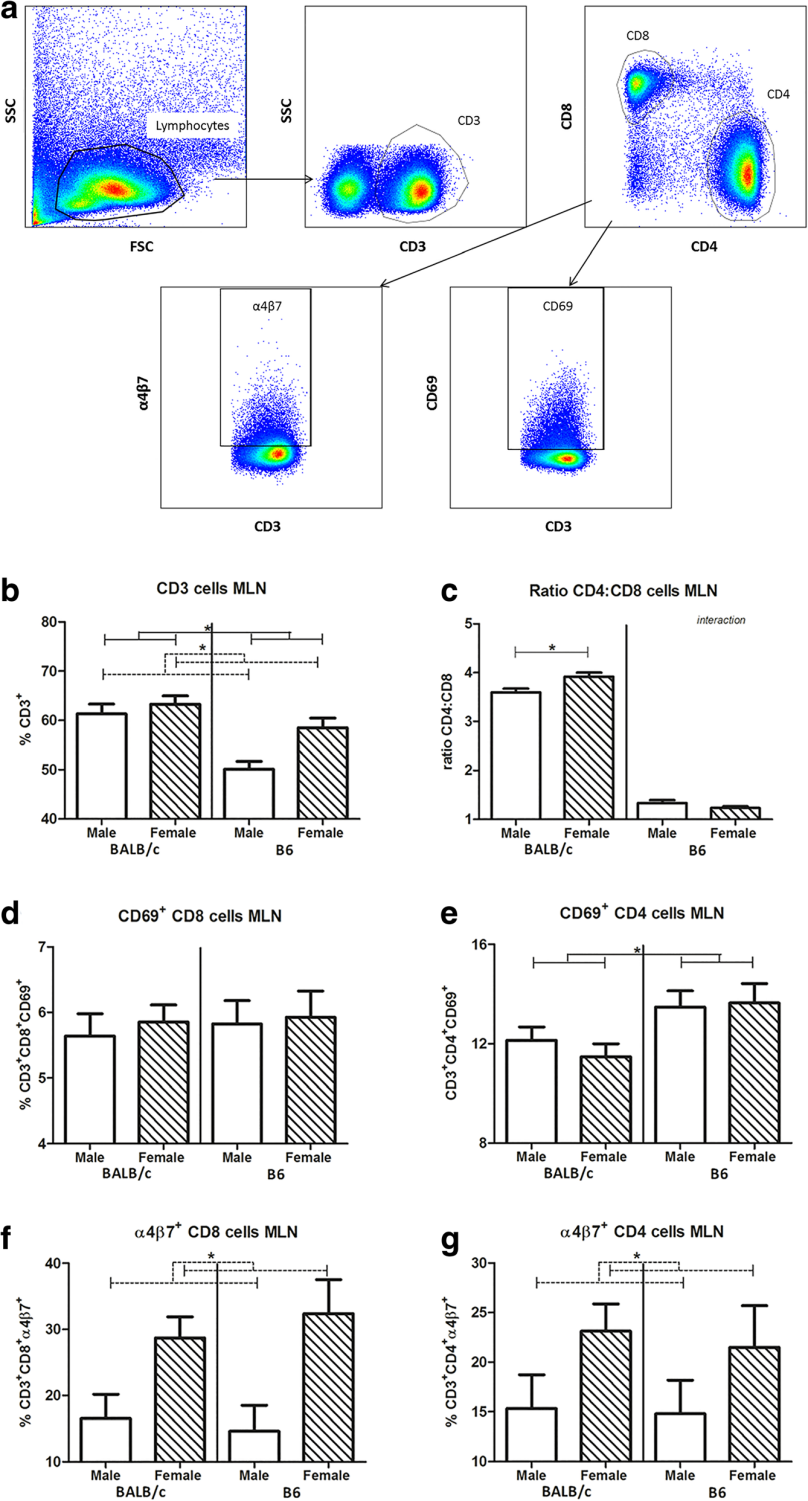
Effect of sex and strain on T lymphocytes in the mesenteric lymph nodes. Gating strategy for determination of T cell subsets in the mesenteric lymph nodes (**a**). Lymphocytes were gated based on size and scatter in the forward side scatter plot. T cells were determined by selecting CD3^+^ cells. Within the CD3^+^ cells, CD8^+^ (Tc cells) and CD4^+^ (Th cells) cells were selected. Within both the CD8^+^ and CD4^+^ population, the percentage of CD69 and α4ß7 were measured. All isotype controls were set at 1%. Frequency of CD3^+^ T lymphocytes (**b**), the ratio of T helper cells (CD4)/T cytotoxic cells (CD8) (**c**), frequency of CD69^+^ CD8 (**d**), CD69^+^ CD4 (**e**), 4β7^+^ CD8 (**f**), and 4β7^+^ CD4 (**g**) in the mesenteric lymph nodes of male and female BALB/c and B6 mice (10 mice per group). T cytotoxic and T helper cells are expressed as the frequency of CD8^+^ and CD4^+^ cells within the CD3^+^ population, respectively. Results are shown as mean + SEM and were tested for overall strain and sex effects using a two-way ANOVA followed by a Bonferroni post hoc test to test for strain-specific sex effects when interaction was found. Significant strain effects are indicated with solid lines and significant sex effects are indicated with dashed lines (*p* < 0.05)

The percentage of CD8^+^ or CD4^+^ cells expressing of CD69 was not affected by sex (Fig. 4c, d). The expression of integrin α4ß7 (homing marker) on CD8^+^ and CD4^+^ was lower in male mice as compared to female mice (two-way ANOVA, *p* = 0.001 and *p* = 0.046, respectively) (Fig. 4e, f). In addition, males showed an increased percentage of naïve CD8^+^ cells as compared to females (two-way ANOVA, *p* = 0.031) (Fig. 5a). Interaction was found between sex and strain in the percentage of central memory (CM) CD8^+^ cells (two-way ANOVA, *p* = 0.001); BALB/c males had a lower percentage of CM CD8^+^ cells than BALB/c females (Bonferroni, *p* < 0.01), while sex had no effect on the B6 strain (Fig. 5b). We observed no effect of sex on CD8^+^ effector memory (EM) cells (Fig. 5c). Sex did not influence the percentage of naïve, CM, or EM CD4^+^ cells (Fig. 5d–f).

**Fig. 5:**
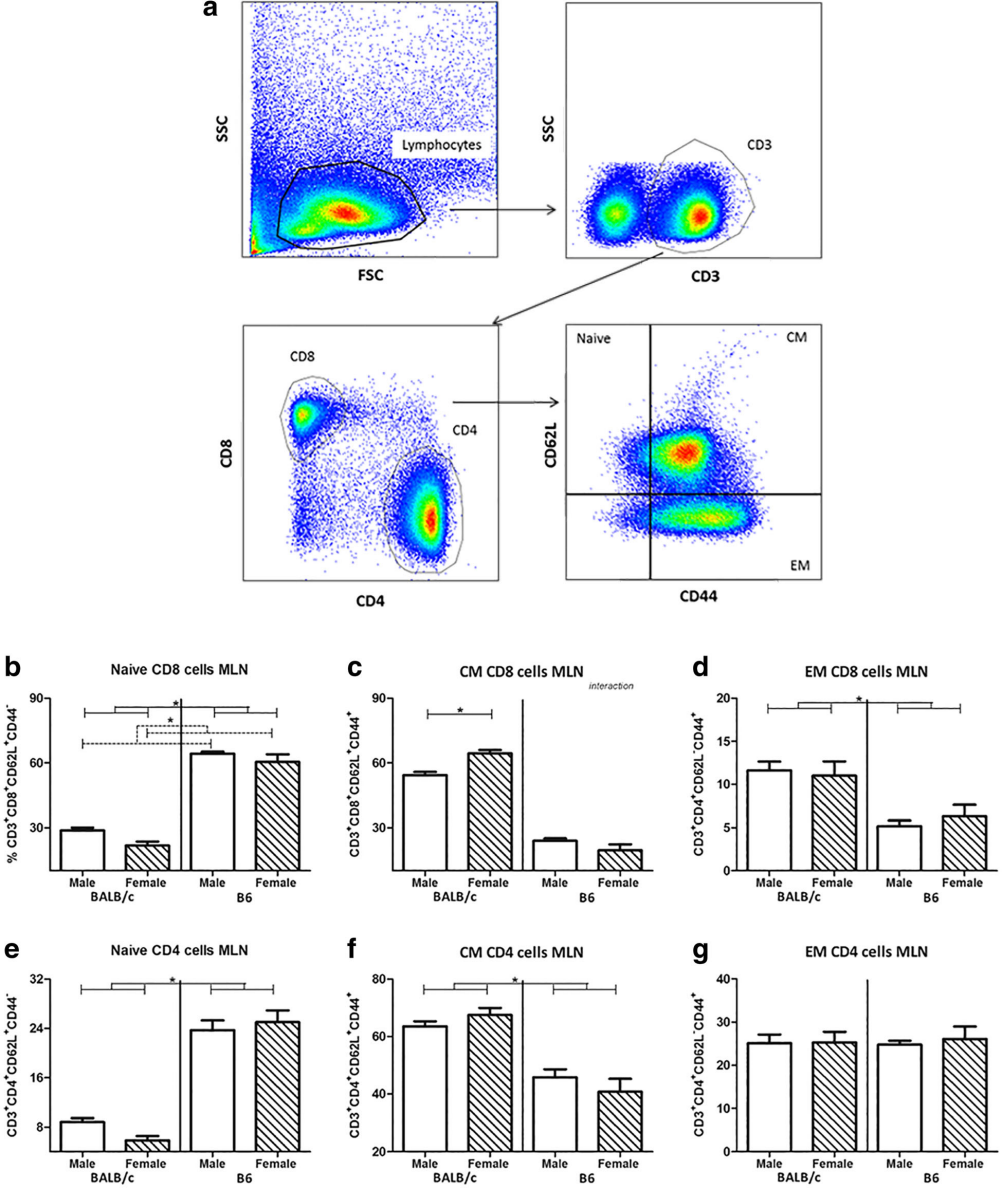
Effect of sex and strain on maturation of T lymphocytes in the mesenteric lymph nodes. Gating strategy for determination of T cell subsets in the mesenteric lymph nodes (**a**). Lymphocytes were gated based on size and scatter in the forward side scatter plot. T cells were determined by selecting CD3^+^ cells. Within the CD3^+^ cells, CD8^+^ (Tc cells) and CD4^+^ (Th cells) cells were selected. Within both the CD8^+^ and CD4^+^ population, the percentage of CD62L and CD44 were measured. All isotype controls were set at 1%. Frequency of CD62L^+^CD44^−^ naive CD8 (**b**) and CD4 (**e**), CD62L^+^CD44^+^ central memory CD8 (**c**) and CD4 (**f**) and CD62L^−^CD44^+^ effector memory CD8 (**d**) and CD4 (**g**) in the mesenteric lymph nodes of male and female BALB/c and B6 mice (10 mice per group). T cytotoxic cells are expressed as the frequency of CD8^+^ cells within the CD3^+^ population, whereas T helper cells are expressed as the frequency of CD4^+^ cells within the CD3^+^ population. Results are shown as mean + SEM and were tested for overall strain and sex effects using a two-way ANOVA followed by a Bonferroni post hoc test to test for strain-specific sex effects when interaction was found. Significant strain effects are indicated with solid lines and significant sex effects are indicated with dashed lines (*p* < 0.05)

## Discussion

In this study, we demonstrated clear sex differences in intestinal microbiota, intestinal gene expression, and immune cell composition. We validated the sex effects by using two mouse strains with different genetic backgrounds and microbiota profiles [47]. Although sex significantly explained part of the variance in microbiota composition, this was mouse strain-dependent. Furthermore, we found that the expression of many colonic (mucosal) genes related to immunological functions (e.g., T cell trafficking, activation, and maturation) were up- or downregulated by sex, again in a mouse strain-dependent way. As sex effects in microbiota and sex effects in mucosal gene expression were both strain dependent, we correlated microbiota species with mucosal gene expression data per mouse strain. We found correlations between genes associated with immune populations and certain sex-specific bacteria. Despite these strain-dependent effects of sex on microbiota composition and mucosal immune responses, almost similar sex differences in immune cell populations in the MLN in the two mouse strains were found.

This study demonstrated sex differences in intestinal microbiota composition in healthy mice of two different genetic backgrounds. We showed that sex influenced the microbial diversity and richness and found that males had a lower microbial diversity and richness than females. These findings are in line with our previous study in which we, among others, focused on sex-specific effects of aging on the microbiota composition (B6 mice) [48]. Additionally, this corroborates the findings of Yurkovetskiy et al. and Xiao et al., who also found a higher microbiota diversity in female mice than in male mice [23, 26]. In general, it is assumed that a microbiome with a higher diversity and richness is beneficial for host health [49]. High microbial richness is linked to microbiota stability [49], whereas a lower microbial richness and diversity is linked to several disorders, including obesity [9, 11], and IBD [10]. Therefore, the reduced microbial diversity and richness in male mice in this study may support the results and conclusions of Bábíčková et al. (2015) who found that male mice (B6) have a higher sensitivity to develop DSS-induced colitis (used as IBD model) than female mice (B6) [50]. However, this needs to be confirmed in future studies.

When focusing on the microbiota composition at species-like level we also found sex-specific differences, these were also strain dependent. We found that B6 females had a relative higher abundance of, among others, *Lactobacillus plantarum* and *Bacteroides distasonis et rel.* as compared to B6 males. These species have been shown to influence immune responses, such as enhancing Tregs [51, 52]. BALB/c females had a relative higher abundance of *Bifidobacterium* as compared to BALB/c males. *Bifidobacteria* were shown to have beneficial effects against a variety of gastrointestinal disorders, including colitis [53], and have also been shown to be able to induce regulatory T cells [54]. Also other studies have shown sex-specific microbiota in mice [23, 26–28]. It is interesting to note that the study of Org et al. (2016) also showed that sex differences in the microbiota of mice depends on the genetic background [28]. Pertinent sex differences in microbiota composition in the various studies, however, are difficult to compare, since they are dependent on the strain [28], diet [25] and probably also vendor [55]. Additionally, stress and the gut microbiome also showed to interact which each other and the sensitivity for stress seems to be dependent on genetic background but also sex [56]. Moreover, maternal stress showed to modulate sex differences in the microbiota composition of the offspring [57]. Taken together, stress also may be an interfering factor on dimorphism in microbiota composition and may be either an underling factor or consequence. Our data show that the mouse strain-dependent sex differences in microbiota composition highlight the importance of considering the genetic background when selecting an animal model and the need for standardization on genetic background and other interfering factors in human studies.

The causes of the sex differences in the intestinal microbiota composition are probably multifold. Sex hormones may play a role, since differences in microbiota profiles between males and females in NOD mice disappeared after castration of the males [23], suggesting the involvement of testosterone. However, in view of the strain differences, it is likely that genetic differences also play an important role. Genetic differences might for instance be variations in mucus composition, which affect microbiota composition [58]. Also maternal differences in oligosaccharide composition of mother milk are genetically determined and affect the development of the microbiota composition of the offspring [59, 60]. Whether sex differences in the microbiome also appear in humans is difficult to conclude as human studies on sex differences are still scarce and influenced by many confounding factors. Some human studies found small sex differences in the microbiome [61–64], while others did not [65–67]. Confounding factors might be heterogeneity in genetics, but also the reproductive condition of females (e.g., menstrual cycle, the use of oral contraceptives, and menopause), which is often not taken into account. Such factors can not only interfere with immune responses [68, 69], and with microbiota composition, but may also modulate the sex effects.

A major goal of this study was to correlate sex-specific intestinal immune differences with specific microbiota. The bacteria and intestinal genes that were selected for this correlation were the most explanatory for variation between sex and mouse strain. For B6 mice, we showed that various female-specific bacteria positively correlated with one cluster of genes, which were, among others, associated with inflammatory responses and leukocyte migration. In BALB/c mice, we found four clusters of genes correlating with various male specific bacteria (bacteria which were or tended to be significantly increased in males), which were involved in, among others, differentiation of lymphocytes and expansion of helper T cells, while the clusters which were negatively correlating with the male bacteria were involved in, among others, chemotaxis and quantity of phagocytes. Our data do suggest that microbiota may influence immunological gene expression in the gut. Although genes in the pathway of expansion of T helper cells were positively correlated with various bacteria increased in BALB/c males, this does not necessarily mean that this is associated with increased numbers of T helper cells, since genes in this pathway may also inhibit expansion of T helper cells. Indeed, our flow cytometry data show decreased numbers of T helper cells in the MLN in BALB/c mice.

Our study was merely observational. However, another study from our lab showed that sex-specific microbiota may indeed affect immune responses. Fransen et al. (2017) performed a microbiota transfer study in germ-free mice by transferring male microbiota into female germ-free mice and female microbiota into germ-free male mice [70]. Fransen observed that germ-free male recipients of male microbiota had a higher percentages of RORγt^+^ Foxp3^+^ cells in the PPs and MLN as compared with germ-free male recipients of female microbiota, indicating that indeed sex differences in microbiota may induce sex differences in immune responses [70]. However, they also found that males in general had a higher percentages of conventional Tregs, independent of whether they received microbiota from male or female mice, suggesting not all sex differences in immune response are dependent on the microbiome [70].

We also found sex differences in immune cell populations in the MLN of both strains and despite the different sex effects in the microbiota and gene expression in the two strains, we observed similar sex differences in immune cell populations in the MLN in both strains, and also in the spleen (21). Analysis of the microarray data showed that the expression of several genes which can be related to immunological functions (e.g., T cell trafficking, activation, and maturation) were up- or downregulated by sex. Therefore, we focused on T cells and T cell functions in the MLN, and we found that females had a higher percentage of total T cells, with an increased percentage of these T cells expressing the homing receptor α4β7 (T cell trafficking) than males. Furthermore, female mice had a lower percentage of naive T cytotoxic cells (T cell maturation) than male mice. The higher percentage of T cells and lower percentage of naïve T cells fits with the general idea that females have a stronger adaptive immune arm than males [22]. It is unknown from this study how these changes are induced, but as indicated above, sex differences in microbiota species may be involved. Also in the MLN, we found that some of the sex effects in the immune cell composition were strain dependent, although less apparent: only the CD4^+^/CD8^+^ ratio and central memory CD8^+^ cells were affected by sex in a strain-dependent way. Similar results were recently found in the Peyer’s patches (PP) and the spleen: sex effects on immune cell populations were mainly strain independent [21].

## Conclusions

This study demonstrated sex differences in intestinal microbiota species, diversity, and richness in healthy mice of two different mouse strains. The nature of the sex effects, however, appeared to be determined by the mouse strain, since different bacterial species were enriched in males and females in the two strains. The strain-dependent sex effects were also observed in the expression of immunological genes in the colon. The correlations we found between male and female specific bacteria with various immunological gene pathways, suggest that sex differences in the microbiome may be involved in sex differences in immune responses. To our opinion, this is an important observation and not only implies that preventive measures for disease development may require a sex- and genetic-specific approach, but it also shows that in microbiome studies, both sex and genetic background should be taken into consideration. Our study may also shed light on the conflicting results in studies with respect to sex differences in the microbiome, especially in human studies. Conflicting results found in human studies [25, 61–67] may be due to the lack of standardization with respect to sex and genetic background.

## Additional file

Additional file 1: Method and results RT qPCR for validation microarray.

## Abbreviations

B6: C57B1/6OlaHsd mice
BALB/c: Balb/cOlaHsd mice
CM: Central memory cells
DSS: Dextran sulfate sodium
EM: Effector memory cells
FCS: Fetal calf serum
IBD: Inflammatory bowel disease
IBMT: Intensity-based moderated *t* statistic
IPA: Ingenuity pathway analysis
MITChip: Mouse intestinal tract chip
MLN: Mesenteric lymph nodes
NOD: Non-obese diabetic
PLS: Partial least squares
PP: Peyer’s patches
RBB + C: Bead-beating-plus column
RDA: Redundancy analysis
RPA: Robust probabilistic averaging
SCFAs: Short-chain fatty acids
Th: T helper cells
Tregs: T regulatory cells

# Supplementary material for: Sex and strain dependent differences in mucosal immunology and microbiota composition in mice
**Source:** Biol Sex Differ. 2018 Jun 18;9:26. doi: 10.1186/s13293-018-0186-6
**Supplement:** Supplementary file 1 — Method and results RT qPCR for validation microarray.

**Additional file 1**

1. **Methods**
   1. **RT qPCR**

A real-time quantitative PCR (RT qPCR) was performed to validate the microarray data. RNA was purified from the proximal colon of mice (n=5 per group) using TRIzol (Life Technologies, Calsbad, CA, USA) followed by an additional round of purification with RNeasy Minikit columns (Qiagen, Venlo, the Netherlands). The quality of RNA was determined using RNA 6000 nanochips on the Agilent 2100 bioanalyzer (Agilent Technologies, Amsterdam, the Netherlands). RNA concentrations were determined using a NanoDrop 1000 spectrophotometer (NanoDrop products, Wilmington, USA). RNA (500 ng) was reverse-transcribed to cDNA using a SuperScript® II Reverse Transcriptase kit according to the instructions of the manufacturer (Life technologies). cDNA was stored at -20 °C until further use. Gene expression levels of 12 genes were evaluated with RT qPCR (see table S1). These included the top five immunological genes in each mouse strain which differed significantly between the males and females in the microarray. Besides, we validated one gene per strain which had the most significantly different expression between males and females (this was a gene on the Y or X chromosome) (as a positive control) and one gene which had no significantly different expression between males and females (as a negative control).

**Table S1.** Selected of immunological genes for validation gene array with RT qPCR.

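Table S1 groups the genes by strain and gives the reason for selecting each one beside its Entrez ID. For B6 mice, the immune genes were *Apoe*, a lipid-carrying apolipoprotein that macrophages produce, *Cd3e*, a chain of the T cell receptor complex, *Bach2*, a transcriptional repressor of lymphocytes, *Ccr2*, a chemokine receptor of monocytes, and *Cd74*, the invariant chain of MHC class II. For BALB/c mice, they were *Batf*, a transcription factor of lymphocytes, *Ccr9*, a chemokine receptor that guides lymphocytes to the small intestine, *Ccr2*, *Ccr6*, a chemokine receptor of B cells and T helper 17 cells, and *Cd86*, a costimulatory ligand of antigen-presenting cells. *Ccr2* was thus tested in both strains as an immune gene. *Ccr6* was an immune gene in BALB/c mice and the negative control in B6 mice. The negative control of BALB/c mice was *Cd226*, an activating receptor of T cells and natural killer cells. The sex-linked positive controls were *Uty*, which lies on the Y chromosome, in B6 mice and *Xist*, which is transcribed from the inactive X chromosome, in BALB/c mice.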

|  | **Selection criteria** | **Gene ID** |
| --- | --- | --- |
| **Genes B6** |  |  |
| *Apoe* | Selection from immune genes | 11816 |
| *Cd3e* | Selection from immune genes | 12501 |
| *Bach2* | Selection from immune genes | 12014 |
| *Ccr2* | Selection from immune genes | 12772 |
| *Cd74* | Selection from immune genes | 16149 |
| *Uty* | Positive control | 22290 |
| *Ccr6* | Negative control | 12458 |
| **Genes BalbC** |  |  |
| *Batf* | Selection from immune genes | 53314 |
| *Ccr9* | Selection from immune genes | 12769 |
| *Ccr2* | Selection from immune genes | 12772 |
| *Ccr6* | Selection from immune genes | 12458 |
| *Cd86* | Selection from immune genes | 12524 |
| *Xist* | Positive control | 213742 |
| *Cd226* | Negative control | 225825 |

RT qPCR was conducted in triplicates using ViiA7 Real-Time PCR system (Thermo Fisher Scientific) using the following program: 2 min 50 °C and 10 min 95 °C, followed by 40 cycles: 15 sec. 95 °C and 1 min 60 °C. Primers/probe sets (Taqman Gene expression) were obtained from Thermo Fisher Scientific) (Table S2) and the analysis was performed in triplicates. 

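In this assay, the cycle threshold (Ct) is the PCR cycle at which the fluorescence of a probe rises above background, so a lower Ct stands for more transcript. The Ct of a gene less the Ct of an internal control gene in the same cDNA is its ΔCt, which removes differences in the amount of cDNA between samples. Raising the base to the negative ΔCt returns a value on a linear scale, the amount of transcript relative to the control gene, under the assumption that the product doubles in every cycle. The male value divided by the female value is then a fold change.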

The difference in relative gene expression (2^-(ΔCt)) between males and females within both strains were determined with a t-test (p<0.05). The housekeeping gene *Ppib* was used as an internal control [1].

**Table S2**. Primers for RT qPCR.

| **Gene symbol** | **Assay ID** |
| --- | --- |
| *Cd3e* | Mm01179194_m1 |
| *Apoe* | Mm01307193_g1 |
| *Ccr2* | Mm99999051_gH |
| *Bach2* | Mm00464379_m1 |
| *Cd74* | Mm00658576_m1 |
| *Ccr6* | Mm99999114_s1 |
| *Uty* | Mm00447710_m1 |
| *Cd86* | Mm00444540_m1 |
| *Batf* | Mm00479410_m1 |
| *Ccr9* | Mm02528165_s1 |
| *Cd226* | Mm01301769_m1 |
| *Xist* | Mm01232884_m1 |
| *Ppib* | [Mm00478295_m1](https://www.thermofisher.com/taqman-gene-expression/product/Mm00478295_m1?CID=&ICID=&subtype=) |

1. **Results**
   1. **Microarray validation**

We performed a real-time quantitative PCR (RT qPCR) to validate the microarray data. For the B6 mice, the RT qPCR showed similar fold changes between males and females for all five selected immunological genes as the microarray (Table S3). For the Balb/c mice, the RT qPCR showed similar fold changes between males and females for three of the five selected immunological genes as the microarray (Table S4). The other two genes (*Batf* and *Ccr6*) did not have a significant different relative expression between the males and the females.

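The array and qPCR columns of the tables of relative expression are in different units. Most array values lie far above the range of log2 signals on such arrays and therefore read as linear signal intensities, while the qPCR values are amounts relative to the control gene. A gene's array and qPCR values can thus not be set side by side, but the male to female ratio within each method can. For *Uty*, the qPCR gave no detectable product in females, so no ratio can be formed, whereas the array gives a low female value because background signal remains on an array when a transcript is absent.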

**Table S3.** Relative expression of genes in male and female B6 mice determined with a gene array and qPCR. The difference in relative gene expression between the males and females within both strains were determined with a t-test.

|  | **Relative expression gene array** | | | **Relative expression qPCR** | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Gene symbol** | **B6 female** | **B6 male** | **t-test** | **B6 female** | **B6 male** | **t-test** |
| *Apoe* | 3188.8 | 2024.1 | p<0.05 | 2.0360 | 1.2150 | p<0.05 |
| *Cd3E* | 110.7 | 74.4 | p<0.05 | 0.0187 | 0.0108 | p<0.05 |
| *Bach2* | 66.6 | 38.5 | p<0.05 | 0.0174 | 0.0077 | p<0.05 |
| *Ccr2* | 55.5 | 39.0 | p<0.05 | 0.0696 | 0.0395 | p<0.05 |
| *Cd74* | 1520.0 | 918.0 | p<0.05 | 2.6510 | 1.6150 | p<0.05 |
| *Uty* | 7.3 | 257.7 | p<0.05 | ND | 0.0853 |  |
| *Ccr6* | 19.3 | 18.6 |  | 0.0018 | 0.0009 |  |

ND= not detectible

**Table S4.** Relative expression of genes in male and female B6 mice determined with a gene array and qPCR. The difference in relative gene expression between the males and females within both strains were determined with a t-test.

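The title of Table S4 names B6 mice, but its columns are headed BalbC and its genes are those selected for BALB/c mice, so its values read as those of BALB/c mice. The entry written *CR6cr* stands in the place of *Ccr6*. *Batf* and this entry carry a mark for significance in the array columns and none in the qPCR columns, although for both genes the male value is above the female value in each method. *Cd226* has equal array values in males and females.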

|  | **Relative expression gene array** | | | **Relative expression qPCR** | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Gene symbol** | **BalbC female** | **BalbC male** | **t-test** | **BalbC female** | **BalbC male** | **t-test** |
| *Batf* | 56.9 | 70.3 | p<0.05 | 0.0057 | 0.0083 |  |
| *Ccr9* | 34.8 | 45.1 | p<0.05 | 0.0254 | 0.0295 | p<0.05 |
| *Ccr2* | 56.8 | 84.6 | p<0.05 | 0.0639 | 0.0868 | p<0.05 |
| *CR6cr* | 23.4 | 35.1 | p<0.05 | 0.0020 | 0.0061 |  |
| *Cd86* | 66.8 | 88.7 | p<0.05 | 0.0159 | 0.0247 | p<0.05 |
| *Xist* | 4322.4 | 28.9 | p<0.05 | 2.7740 | 0.0009 | p<0.05 |
| *Cd226* | 33.6 | 33.6 |  | 0.0032 | 0.0042 |  |

**References**

1. Sirakov M, Borra M, Cambuli FM, Plateroti M. Defining suitable reference genes for RT-qPCR analysis on intestinal epithelial cells. Mol Biotechnol. 2013;54 3 :930-8; doi: 10.1007/s12033-012-9643-3 [doi].

How the deposited data were processed for this re-analysis (not part of the article)

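RNA of the distal ileum had been measured on 16 Affymetrix Mouse Gene 1.1 ST arrays, 1 per mouse, from 5 BALB/c females, 3 BALB/c males, 3 B6 females and 5 B6 males. The paper reports arrays of the proximal colon, 5 per group, and does not mention the ileum. The ileum values were therefore set beside no sentence of the paper's results and are given in the section that follows. The colon arrays, the fecal microbiota, the flow cytometry data and the qPCR of single mice were not analysed here. Of the colon, only the group values printed in Tables S3 and S4 and the gene counts in the paper's text were used, as the paper's values.

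The authors labelled and hybridized the RNA and normalized the arrays with the robust multiarray average method, which subtracts background, gives the probes of all arrays a common distribution and summarizes the probes of each feature. The deposited values are on the log2 scale, from 1.58 to 14.1, with array medians of 6.25 to 6.31. The version of the software and the genome build were not given in the sources used here. Because all arrays had been given a common distribution, a difference in total RNA between mice cannot be seen in these values. At the low end of the range the background holds up the signal, so that the fold change of a dim gene is compressed, and a cross-hybridizing probe or a variant of a strain under a probe can change the signal of a gene without a change in its transcript. Pearson's r between arrays over all features was 0.972 to 0.994, and 0 pairs of arrays were identical.

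The methods assign probes to Entrez IDs, but the deposited features were 35556 transcript clusters of the manufacturer. Of these, 21218 were annotated with 1 gene, 1881 with several genes and 12457 with none. Only clusters with 1 gene were used, and 21185 were given their current symbol through the Entrez ID. For the 1386 genes with several clusters, the cluster with the highest mean signal was taken, which left 18820 genes. No filter on signal was applied.

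Models were fitted with limma 3.58.1 in R 4.3.3. A mean per group of strain and sex was fitted to all 16 arrays, with 1 estimate of the spread per gene (12 residual degrees of freedom) moderated toward a trend on mean signal. Of the tests installed, this is the closest to the intensity-based moderated t statistic named in the methods. The comparisons were males less females in BALB/c mice, the same in B6 mice, the mean of both, the difference between both (B6 less BALB/c, the interaction of sex and strain) and B6 less BALB/c mice averaged over the sexes. Tests were two-sided, and p values were adjusted over all genes by the method of Benjamini and Hochberg at 0.05. The thresholds stated in the methods, an unadjusted p under 0.05 and a fold change of at least 1.2, were also applied. Genes past these thresholds in both strains were counted and tested with Fisher's exact test, and the sex effects of the strains were correlated across genes without those of chromosomes X and Y.

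Before the data were examined, the comparisons, the alternatives and 50 lists of genes were fixed. The lists covered immune cells and immune functions, the epithelial cell types, markers of intestinal regions, metabolism, tissue quality, other cell types and tissues that a piece of ileum could hold, and sex-linked or strain-variant genes for a check of the labels. They held 839 symbols, of which 712 were measured. The 48 lists with at least 5 measured genes were tested with camera of limma at a preset correlation between genes of 0.01, with an estimated correlation and fry as alternatives. The sex-linked lists were left out of the sex comparisons. The 9 immune genes of Table S1 and *Cd226*, its negative control in BALB/c mice, formed a list that the study had chosen on its colon arrays. The genes named below are those with the 10 largest changes per comparison among genes past the adjusted threshold whose groups did not overlap (with no such rule on overlap for the interaction), with open places filled at the thresholds of the methods, the genes of the lists for the label check, the genes of Table S1, and the 4 members of smallest p of every list called. The colon values of the genes of Table S1 had been seen in Tables S3 and S4 before this rule was written.

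As alternatives, each array was left out in turn, and the fit was repeated on the arrays of 1 strain, with an ordinary t-test of each gene (which the supplement names for Tables S3 and S4, in place of the moderated test of the methods), without the trend, with a robust prior, with array weights, with a block for replicate numbers or for mouse numbers, with the mean of the B cell or the smooth muscle list as a covariate, after a further normalization, without the dimmest 25% of the genes, and at other thresholds. After the data were examined, a fit without BALB/c female mice 3 and 4, a fit of all transcript clusters and the list of Table S1 without *Cd226* were added. Each count was also compared with that from other splits of the same arrays, all 56 within a strain and 100 drawn with a fixed seed for the comparisons of all groups. The means of the lists were tested by exact permutation of sex within strain. The sex of the arrays was checked on *Xist* and the mean of Y-linked genes, and their strain on the strain-variant gene *H2-Ea*. By these, 0 of 16 arrays were out of place. The tests were also run on simulated data of the same design, with 100 genes changed by a log2 value of 0.5 and 100 by 1 among the 18820. A list of genes was also shifted by a log2 value of 0.3. In BALB/c mice 64% and 97% of these changed genes were called, in B6 mice 62% and 94%, for the interaction 38% and 85%, and between the strains 89% and 99%, with 9, 5, 9 and 15 false calls. In the real BALB/c arrays, however, a split other than that by sex gave 430 genes. The simulated rates of recovery and of false calls may thus not hold for these arrays.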

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

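The immune score, the permutation of list means, the fits without BALB/c female mice 3 and 4 and of all transcript clusters, the list of Table S1 without *Cd226*, and the tests on lymphoid follicles, on the labels, the signal range and the intestinal position of these arrays were chosen after the results were seen, and the bounds for the position and for the B cell covariate were changed once their values were known. The splits of the arrays and the block for mouse numbers were planned.

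In the distal ileum, the means of 15 of 19 immune lists had opposite signs of the sex effect in the 2 strains, and camera called 7 of them in both strains at the preset correlation, none of the 7 in either strain with an estimated correlation (adjusted p = 0.155 to 0.635 in BALB/c and 0.0853 to 0.502 in B6 mice). The BALB/c call of type I interferon was lost without male mouse 1 or female mouse 4 (adjusted p up to 0.853 from camera). That of lymphocyte homing was lost without female mouse 2, female mouse 3 or male mouse 1. The B6 calls of cytotoxic lymphocytes and type I interferon were lost without B6 female mouse 2, the latter also without male mouse 4. T cells, lymphocyte activation, macrophages and interferon gamma kept both calls in all 16 fits without 1 array. By the median of genes, neutrophils, eosinophils and innate lymphoid cells, among the 15 lists, had the same sign in both strains. These medians were −0.065, −0.082 and −0.025 in BALB/c and −0.107, −0.175 and −0.363 in B6 mice. The BALB/c means of these lists were 0.031, 0.014 and 5.9e-04, with standard errors of 0.090, 0.090 and 0.061. By mean, CD4 T helper cells (−0.08 in BALB/c and −0.10 in B6 mice), B cells, plasma cells and germinal centre genes had the same sign in both strains. For B cells this rested on BALB/c female mouse 5, at a mean log2 signal of 7.36. The other BALB/c females were at 6.23 to 6.39, all below the male mean of 6.41. For germinal centre genes the sign also rested on mouse 5, at 7.17. Female mice 1, 3 and 4 were at 6.77, 6.76 and 6.75 and mouse 2 at 6.87, against a male mean of 6.85. Within 1 strain, the 56 assignments of sex allow no p under 0.0179, so exact permutation of list means decides little there after adjustment over 46 lists. Of 21 measured T cell genes, the log2 difference between males and females was lower in B6 than in BALB/c mice in 3, higher in 0 and did not pass the test in 18 (7 lower when adjusted over the list alone). The mean difference was 0.22 in BALB/c and −0.14 in B6 mice (standard error 0.07 in each). The size of the B6 value depended on single males, with mouse 1 at a mean of 5.52 and mouse 3 at 5.93, against a female mean of 5.86. The interaction of the list passed camera at the preset correlation but not with an estimated correlation (adjusted p = 0.0815). Of 16 genes of the interferon gamma response, 5 were lower in this comparison and 0 were higher (9 lower when adjusted over the list alone, adjusted p = 0.0732 with an estimated correlation). *Iigp1*, an interferon-inducible GTPase, had a log2 difference of 0.76 in BALB/c and −0.77 in B6 mice, an interaction of −1.53 (standard error 0.27, adjusted p = 0.023 from limma). Its adjusted p was 0.0551 without BALB/c male mouse 1, 0.0871 without BALB/c male mouse 2, 0.0514 without B6 female mouse 3, 0.0599 without BALB/c female mice 3 and 4 and 0.108 with the replicate block. *Retnlg*, a resistin-like gene of myeloid cells, was at a log2 signal of 5.28 ± 0.21 (SD, n = 3) in BALB/c males against 3.93 ± 0.16 (n = 5) in females, and at 3.84 ± 0.13 (n = 5) in B6 males against 5.60 ± 0.46 (n = 3) in females. Its interaction of −3.11 (standard error 0.23, adjusted p = 1.7e-06 from limma) was kept in all 26 alternatives run for it. With the spread estimated for each gene alone, its sex effect ended its call in each strain (adjusted p = 0.0705 in BALB/c and 0.0847 in B6 mice). The gene belongs to the dimmest 25% of genes on these arrays. Its values of 3.93 and 3.84 are no higher than the mean of Y-linked genes in females (4.03 to 4.41), which is background for those probes. Background differs between probes, and that of the *Retnlg* probes is not known. The differences of this gene may thus be lower bounds of the size of the change. The 5.28 of BALB/c males is itself little above *Xist* in males (4.30 to 5.20). Since background differs between probes, this cannot tell how far 5.28 lies above the background of the *Retnlg* probes.

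Across all genes, the sex effect differed between the strains in 155, of which 49 had a higher and 106 a lower male to female difference in B6 mice (62 and 78 with array medians subtracted). The number was 46 without BALB/c female mice 3 and 4 (40 of the 155 among them), 13 with the replicate block, 10 with all transcript clusters, 85 without the trend, 276 and 322 with the B cell and the smooth muscle mean as covariates and 466 with array weights. Left out singly, the arrays that moved it by more than 1.5 times were BALB/c male mice 1 (38 genes), 2 (6) and 3 (19), BALB/c female mice 3 (80) and 4 (100), B6 female mice 1 (25), 2 (95) and 3 (31) and B6 male mice 1 (87) and 5 (59). Other assignments of sex within strain gave at most 13 genes, and 1 of 100 splits, the real one, gave 155, so chance is excluded. The mean of 302 genes of the 19 immune lists had an interaction of −0.341 (standard error 0.075, exact permutation p = 6.38e-04 over 3136 assignments; in BALB/c mice alone p = 0.0179, the smallest possible, and in B6 mice p = 0.0536), and of −0.326 without BALB/c female mice 3 and 4 (standard error 0.086, exact permutation p = 0.00357), so these 2 mice are excluded as the whole cause, although −0.171, 0.5 times the value with all mice, could not be excluded within 2 standard errors. More lymphoid follicles in some pieces stay open: 155 of the 155 genes were still called with the B cell mean as a covariate, but that mean had an interaction of 0.026 (standard error 0.291) and so had none to take up. The 0.026 rested on BALB/c female mouse 5, whose B cell mean was 7.36. The other BALB/c females were at 6.23 to 6.39, below the male mean of 6.41, while B6 males were below B6 females (−0.080). Without that mouse the B cell interaction is thus negative, in the direction of the immune score. The list of germinal centre and Peyer's patch genes had an interaction of −0.188 (standard error 0.113), and the score differed from it by −0.153 (standard error 0.136), within 2 standard errors. A shared cage stays open, since mice were housed by strain and sex and all B6 females share the leading digits of their numbers, whose meaning no source gives: with these digits as a block 513 genes were called, at a consensus correlation of −0.12, which gives no sign that mice of like number resemble each other but cannot decide in a design where the digits follow the groups. A sex effect that depends on the strain is thus 1 of the explanations left open, and age is another, untested, since Table 2 gives the BALB/c males of the colon arrays the lowest mean age and no ages of these mice were used here.

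By exact permutation of sex within strain, the mean of 16 of 46 lists differed in its sex effect between the strains at adjusted p values of 0.0147 to 0.0431. Among immune lists, the interaction was −0.687 for cytotoxic and intraepithelial lymphocytes, −0.682 for the interferon gamma response, −0.576 for macrophages and monocytes, −0.467 for dendritic cells, −0.436 for lymphocyte activation and memory, −0.364 for T cells, −0.364 for innate lymphoid cells, −0.360 for mast cells and basophils and −0.292 for lymphocyte homing. For a list of the 9 immune genes of Table S1 and *Cd226*, its negative control in BALB/c mice, it was −0.566 (adjusted p = 0.0313 with an estimated correlation), and −0.543 without *Cd226* (adjusted p = 0.0327). The other 15 lists did not pass with an estimated correlation (adjusted p = 0.0563 to 0.252). The immune genes of Table S1 had been picked for a sex difference in the colon. The B6 picks were lower and the BALB/c picks higher in males there, so the list was chosen toward an opposite sex effect. Whether the ileum and colon arrays share mice was not established here, so its call cannot count as independent of that choice. In the epithelium the interaction was −1.27 for Paneth cells, −0.443 for enteroendocrine cells, −0.327 for stem cells and −0.172 for goblet cells. It was positive, at 0.345, for the circadian clock and, at 0.262, for steroid hormone receptors and their targets. The camera call of goblet cells was kept in 12 of 16 fits that left out 1 array (adjusted p up to 0.0976). It was lost without BALB/c female mice 3 and 4, with array weights and with the replicate block. That of the circadian clock was lost without B6 female mouse 2 (adjusted p = 0.0669). The other lists among these 16 kept theirs in all such fits. The pattern was not confined to immune and epithelial genes: camera at the preset correlation also called the interaction of fibroblasts and matrix (−0.558), endothelium (−0.321), exocrine pancreas (−0.311) and adipose tissue (0.955), at adjusted p values of 0.119, 0.0880, 0.196 and 0.196 by permutation and 0.164, 0.154, 0.328 and 0.364 with an estimated correlation. The size of −0.558 depended on B6 female mouse 1, at a mean of 9.91 against 9.27 and 9.26 in B6 female mice 2 and 3. The fibroblast call was kept in all 16 fits that left out 1 array. The exocrine pancreas call was lost without BALB/c female mouse 1 and without B6 female mouse 1 (adjusted p up to 0.140 from camera). The paper's text does not give the time of day at which tissue was taken.

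The arrays of BALB/c female mice 3 and 4 stood apart from the other 14. Their correlations with their own group were 0.9846 and 0.9821, against 0.986 to 0.994 for the other arrays, and their array weights were 0.43 and 0.33. A wrong label of sex or strain is excluded, since 0 of these 2 arrays were out of place on *Xist*, Y-linked genes and the strain-variant gene *H2-Ea*. A swap of mice within their group could not be seen by this check. A piece from a more proximal part of the small intestine stays open, since the mean of the proximal markers was 7.50 in mouse 3, inside the 7.28 to 7.99 of the other 3 females and −0.486 from their highest, but 8.00 in mouse 4. A compressed range of signal is a candidate explanation: the deviation of the 2 arrays from their group fell with mean signal at slopes of −0.030 and −0.040, outside the −0.016 to 0.024 of the others. No other biological explanation was tested, and RNA quality values were not used here.

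In B6 ileum, a tissue that the paper does not report, 175 genes differed between males and females at an adjusted p under 0.05 from limma, 26 higher and 149 lower in males (40 and 94 with array medians subtracted, 208 and 435 with array weights), and 15 of the 175 lie on chromosome X or Y. No other of the 56 splits gave more than 10 genes (1 of 56 as large), so chance is excluded. A cage shared by the B6 females stays open, as for the interaction, since the splits treat each mouse as independent. The number was 28 without B6 female mouse 1, 113 without B6 female mouse 2, 42 without B6 female mouse 3, 51, 103 and 70 without B6 male mice 1, 2 and 5, 97 without BALB/c male mouse 2 and 331 without BALB/c female mouse 5. It was 15 with the spread estimated for each gene alone, 36 with all transcript clusters, 111 with the replicate block, 613 with the mouse-number block and 643 with array weights. In BALB/c ileum, 16 genes differed, 7 higher and 9 lower in males, of which 7 lie on chromosome X or Y. There 4 of 56 splits gave as many and the highest other gave 430, so chance is not excluded. That split set BALB/c male mouse 1 with female mice 3 and 4, so its number points to the structure among the females given above. The number was 6 without BALB/c male mouse 3, 10 without female mouse 3, 36 without female mouse 2, 25 without B6 male mouse 1 and 9 without BALB/c female mice 3 and 4, 53 with only the arrays of the strain, 38 with array weights, 39 with the smooth muscle mean as a covariate and 60 with the mouse-number block.

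In the groups of 5 mice, 1 mouse lay far from the other 4 (Dixon's ratio above 0.71) in 10 of 96 tests, 92 of means of lists and 4 of array measures, where chance gives 4.8. All 10 were means of lists. In BALB/c female mouse 5, B cell genes were at a mean log2 signal of 7.36 against 6.23 to 6.39 (ratio 0.856), germinal centre genes at 7.17 against 6.75 to 6.87 (0.725) and endothelial genes at 7.21 against 7.53 to 7.66 (0.714). In B6 male mouse 3 the ratio was 0.735 for CD4 T helper and regulatory T cells, 0.761 for lymphocyte homing and 0.750 for xenobiotic metabolism. In B6 male mouse 4 it was 0.813 for bile acid uptake and FXR targets, 0.735 for the circadian clock and 0.730 for fibroblasts, and in B6 male mouse 1 it was 0.902 for cholesterol synthesis. Among the named genes the same ratio was exceeded in 21 of 546 tests, where chance gives 27.3. *Apoe*, a gene of Table S1, was among them in B6 males (0.746).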

How the results depend on the processing

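The fit without BALB/c female mice 3 and 4, that of all transcript clusters and the list of Table S1 without *Cd226* were chosen after the data were seen; the other alternatives were planned. No call of a named gene or list turned its direction. Of 15658 comparisons of named genes with an alternative, 777 lost a call, 354 gained one and 0 reversed. The other 14527 were unchanged, which includes genes called in neither fit, so 14527 is not a count of calls that held. Of 3258 comparisons for called lists, 2970 kept their call, 288 lost it and 0 reversed. The cause of the changes below was not tested, except where fewer arrays or other thresholds make them by construction. Array weights gave 38 genes in place of 16 in BALB/c mice, 643 in place of 175 in B6 mice, 44 in place of 19 over both strains and 466 in place of 155 for the interaction. With mouse numbers without their last digit as a block, these were 60, 613, 44 and 513. With a block for replicate numbers they were 10, 111 and 13 in BALB/c mice, B6 mice and the interaction. Over all groups, replicate numbers did not pair the mice. The 20 like-numbered pairs had a median r of −0.022 (−0.32 to 0.33, 5 over 0.1) after removal of group means, against −0.0016 for 74 other pairs. Between BALB/c females and B6 males, however, r was 0.329, 0.239, 0.148 and 0.253 for mice 2, 3, 4 and 5 and −0.026 for mouse 1. Pairs of unlike number in these groups ran from −0.329 to 0.242. A feature shared by like-numbered arrays of these groups thus stays open. With the B cell mean as a covariate there were 389 genes in B6 mice, 48 over both strains and 276 for the interaction, and r between the sex effects was −0.119; with the smooth muscle mean there were 39 in BALB/c mice, 322 for the interaction and 1530 in place of 3338 between the strains, and r was −0.214. Only the arrays of the strain gave 53 genes in BALB/c mice, and a fit without the trend 85 for the interaction. An ordinary t-test of each gene, which the supplement names for Tables S3 and S4, gave 15 adjusted calls in B6 mice, 584 genes in BALB/c mice at the thresholds of the methods and 69 in both strains. At an adjusted p under 0.1, there were 29, 339, 35 and 395 genes in BALB/c mice, B6 mice, over both strains and for the interaction, and a fold change of at least 1.2 left 2038 between the strains. At the thresholds of the methods, no minimum fold change gave 1780 genes in BALB/c mice, 2249 in B6 mice and 326 in both, and a minimum of 1.5 gave 146, 220 and 23. All transcript clusters gave 1674 and 2020 at these thresholds, and 36 adjusted calls in B6 mice, 12 over both strains and 10 for the interaction. Without BALB/c female mice 3 and 4, 9 genes (8 of them among the 16) were called in BALB/c mice and 46 for the interaction.

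Of the lists, camera with an estimated correlation called 0 in place of 17 in BALB/c mice, 2 in place of 25 in B6 mice, 1 in place of 30 for the interaction and 0 in place of 21 between the strains, and fry called 2, 16 and 13 in the first 3. With 1 array left out, the adjusted calls ranged from 6 to 36 in BALB/c mice, 28 to 331 in B6 mice, 10 to 68 over both strains and 6 to 194 for the interaction, and r from −0.235 to −0.110; 2620 to 3578 genes differed between the strains, and at the thresholds of the methods 743 to 1347 in BALB/c mice, 1044 to 1507 in B6 mice and 128 to 220 in both. Where this left 2 arrays in a group, their spread was pooled with that of the other groups. A fit on 1 strain and this t-test give no value for comparisons of all groups, and the B cell and smooth muscle lists were not tested with their own mean as a covariate. On simulated data 38% of interactions of 0.5 on the log2 scale were called, so smaller differences, above all in dim genes near background, can remain undetected at this number of arrays.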

Differences from the paper's values

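The paper's counts are of the proximal colon, with 5 mice per group as its methods state and probe sets by Entrez ID. Those here are of the distal ileum with 3 or 5 mice per group and the manufacturer's transcript clusters, at the same thresholds. For the correlation with microbiota, the methods give 3 to 5 mice per group with both kinds of data. The number of colon arrays behind the paper's counts is thus not certain. In B6 mice the paper reports 3309 genes that differed between males and females in the colon, and 1240 differed in the ileum. Of the alternatives set before the data were examined, no minimum fold change (2249 genes) came within 1.5 times the paper's number, and the others did not. The paper reports 531 genes shared by the strains in the colon, and 163 were shared in the ileum. None of the alternatives set before the data were examined came within 1.5 times of it, with 23 to 326 genes. In BALB/c mice the paper's 1110 genes stand beside 971 in the ileum, which is within 1.5 times.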

Other observations

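The genes of Tables S3 and S4 were chosen by the study on its colon arrays, and the share of genes higher in B6 mice and the fit without BALB/c female mice 3 and 4 were tested after the results were seen, as were the list of Table S1 without *Cd226*, the fit of all transcript clusters, the permutations of list means and of r and the splits without chromosomes X and Y. The bound for that share was changed once its value was known. The other tests here were planned.

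In the ileum of B6 mice, the mean of genes of hormone-producing cells of the epithelium was lower in males than in females by −0.38 (exact permutation p = 0.0179, the smallest that 56 assignments allow, and 0.0632 after adjustment). Of 20 measured enteroendocrine genes, 3 were lower in males, 0 were higher and 17 did not pass the test (8 lower and 1 higher when adjusted over the list alone), with an adjusted p = 0.116 with an estimated correlation. *Tph1*, the rate-limiting enzyme of serotonin synthesis in enterochromaffin cells, was at a log2 signal of 5.61 ± 0.39 (SD, n = 5) in males and 7.45 ± 0.29 (n = 3) in females, a difference of −1.84 (standard error 0.18, adjusted p = 3.4e-05 from limma). *Chga*, which encodes the granule protein chromogranin A, was at 8.28 ± 0.36 in males and 10.09 ± 0.14 in females, a difference of −1.82 (standard error 0.19, adjusted p = 4.7e-05). The sex effect on both genes differed from that in BALB/c mice, with an interaction of −1.95 for *Tph1* (adjusted p = 0.0035) and −2.06 for *Chga* (adjusted p = 0.0030), in each fit that left out 1 array. The mean of connective tissue genes was also lower in B6 males (with the same p values). The size of this difference, −0.589, depended on B6 female mouse 1, at 9.91 against 9.27 and 9.26 in female mice 2 and 3. The males were below all of these, at 8.81 to 9.04. Of 17 genes of fibroblasts and matrix, 5 were lower (13 when adjusted over the list alone, adjusted p = 0.0853 with an estimated correlation), among them *Lum*, which encodes the matrix proteoglycan lumican, with a difference of −1.11 (standard error 0.16, adjusted p = 0.0033). Of 12 genes of innate lymphoid cells, 3 were lower and 0 higher (7 lower when adjusted over the list alone), and this list kept its call with an estimated correlation (adjusted p = 0.0209). Of 9 Paneth cell genes, 3 were lower (5 when adjusted over the list alone, adjusted p = 0.110 with an estimated correlation). The means of the B cell list (−0.080, adjusted p = 0.311) and of the smooth muscle list (−0.031, adjusted p = 0.817) did not pass camera. Beside these groups, markers of the exocrine pancreas moved the same way: 3 of 15 were lower in B6 males (5 when adjusted over the list alone, adjusted p = 0.0853 with an estimated correlation), among them *Rnase1*, a secreted ribonuclease, with a difference of −1.30 (standard error 0.19, adjusted p = 0.0034). The mean of endothelial and lymphatic genes was lower in B6 males too, by −0.292 (exact permutation p = 0.0179, and 0.0632 after adjustment). Its camera call was kept in all 16 fits that left out 1 array, but not with an estimated correlation (adjusted p = 0.0899). With the spread estimated for each gene alone, the calls in B6 mice ended for *Tph1* (adjusted p = 0.107), *Chga* (0.0863), *Lum* (0.127) and *Rnase1* (0.133). Of 46 lists 25 were called in B6 mice, 2 of them with an estimated correlation, and since 7 of 56 splits gave as many, up to 33, chance is not excluded for this number.

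In the ileum of BALB/c mice, the mean of genes of cytotoxic and intraepithelial lymphocytes was higher in males, with an exact permutation p = 0.0179, the smallest that 56 assignments allow (0.205 after adjustment over 46 lists). Of 20 measured genes of this list 1 was higher, 0 were lower and 19 did not pass the test (11 higher when adjusted over the list alone). The mean was higher by 0.53 (standard error 0.124), with an adjusted p = 0.155 with an estimated correlation and 0.0463 from fry. *Cd8a*, the coreceptor of cytotoxic T cells, was at a log2 signal of 8.14 ± 0.12 (SD, n = 3) in males and 7.28 ± 0.19 (n = 5) in females, a difference of 0.86 (standard error 0.15, adjusted p = 0.029 from limma). Its adjusted p was 0.0971, 0.0778 and 0.0590 without BALB/c female mice 3, 4 and 5, 0.233 and 0.178 without BALB/c male mice 2 and 3, 0.305 without BALB/c female mice 3 and 4 together, and 0.249 with the spread estimated for each gene alone. Among the genes lower in males was *Cyp2d26*, a cytochrome P450, with a difference of −1.05 (standard error 0.16, adjusted p = 0.0090), and an adjusted p = 0.100 without BALB/c male mouse 3, 0.0791 without female mice 3 and 4, and 0.475 with the spread of each gene alone. The sex-linked genes were far apart, with *Xist* at −7.06 and *Eif2s3y* at 5.34, sizes that the background in the sex without the transcript limits. Beside these groups, all 13 measured markers of adipose tissue had negative differences, with a mean of −0.92 (standard error 0.38), 0 of them past the adjusted threshold (7 lower when adjusted over the list alone, adjusted p = 0.350 with an estimated correlation). All 16 smooth muscle genes were negative too, with a mean of −0.16 (standard error 0.099, adjusted p = 0.00103 from camera and 0.569 with an estimated correlation). The camera call was lost without BALB/c female mouse 1 and without male mouse 1 (adjusted p up to 0.671). Male mouse 1 was at 9.67, against 9.97 and 10.01 in male mice 2 and 3 and a female mean of 10.04. The B cell list did not pass (mean −0.11, standard error 0.21, adjusted p = 0.667). Its negative sign rested on BALB/c female mouse 5 (7.36), since the other females were at 6.23 to 6.39, below the male mean of 6.41. Of 46 lists 17 were called in BALB/c mice and 0 by camera with an estimated correlation (7 at an unadjusted p under 0.05, and 2 by fry), and since 14 of 56 splits gave as many, up to 22, chance is not excluded for this number.

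Between the strains, tuft cell genes were higher and T cell genes lower in B6 than in BALB/c ileum. Of 16 measured tuft cell genes, 12 were higher in B6 mice, 1 was lower and 3 did not pass the test, with a mean of 0.78 (standard error 0.056). *Rgs13* differed by 2.61 (standard error 0.15, adjusted p = 1.6e-09 from limma) and *Trpm5*, a cation channel of chemosensory cells, by 1.63 (standard error 0.098, adjusted p = 2.4e-09). Of 21 T cell genes, 14 were lower in B6 mice, 0 were higher and 7 did not pass, with a mean of −0.49 (standard error 0.050). *Cd3g* differed by −1.36 (standard error 0.11, adjusted p = 1.4e-07) and *Cd3e* by −1.01 (standard error 0.12, adjusted p = 1.0e-05). With an estimated correlation, the adjusted p was 0.0657 for the tuft cell list and 0.0823 for the T cell list, and with fry it was 6.2e-07 and 7.0e-06. Of 19 B cell genes, 7 were lower and 1 higher (mean −0.35, adjusted p = 0.635 with an estimated correlation), and of 16 smooth muscle genes 7 were higher (mean 0.23, adjusted p = 0.433 with an estimated correlation).

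In all, 3338 genes differed between the strains, 1555 higher and 1783 lower in B6 mice, and 1530 with the smooth muscle mean as a covariate. Other assignments of strain within sex gave at most 340 genes (1 of 100 splits as large, the real one), so chance is excluded. Probes that match C57BL/6 transcripts better than those of BALB/c mice would leave most of these genes higher in B6 mice. The share was 46.6% (95% interval 44.9% to 48.3%), but it followed the scaling of the arrays, with 1659 higher and 1617 lower after array medians were subtracted and 1691 and 1647 after a further quantile normalization. Probe mismatch thus stays open, beside a difference in cell composition or expression, which was not tested. Of 48 lists 21 were called and 0 by camera with an estimated correlation (6 at an unadjusted p under 0.05, and 22 by fry), and since 17 of 100 splits gave as many lists, up to 33, chance is not excluded for the number of lists.

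At the thresholds of the methods, 971 genes differed between males and females in BALB/c mice (413 higher and 558 lower in males) and 1240 in B6 mice (359 higher and 881 lower). The balance of directions was not stable: it was 614 higher and 725 lower in B6 mice with array medians subtracted, and 356 higher and 329 lower in BALB/c mice without female mice 3 and 4. Both strains shared 163 genes, where independence gives 64.0 (Fisher's exact test, p = 1.5e-29, genes not being independent replicates), and 118 of them went in opposite directions, 83 higher in BALB/c and lower in B6 males and 35 the reverse. At a minimum fold change of 1.5, 12 of 23 shared genes went the same way and 11 in opposite directions. Genes of chromosomes X and Y are included in these counts. At the thresholds of the methods, 35 of the 45 shared genes that went the same way were autosomal. How many of the 12 were autosomal was not counted. Across 18086 genes without chromosomes X and Y, Pearson's r between the sex effects was −0.178, and −0.110 without BALB/c female mouse 5. Over all 3136 assignments of sex within strain r ran from −0.449 to 0.489, and 751 lay as far from 0 (exact permutation p = 0.239), so chance is not excluded for this value. In BALB/c mice 9 of 56 splits gave as many genes at these thresholds, up to 2774, so chance is not excluded. In B6 mice 1 of 56 did, the highest other giving 916, so chance is excluded, while a cage shared by the B6 females stays open. Averaged over both strains, 19 genes differed between males and females at the adjusted threshold (3 higher and 16 lower in males). Of 100 splits 2 gave as many, the other giving 21, so chance is excluded for this number, sex-linked genes included. Of the 19, 10 lie on chromosome X or Y. For the 9 others 3 of 100 splits gave as many, up to 19, so that verdict does not carry over to genes off these chromosomes. The number of 19 was 10 without BALB/c male mouse 2, 12 without B6 female mouse 1, 29 without B6 male mouse 4 and 68 without BALB/c female mouse 5, 44 with array weights and with the mouse-number block, 48 with the B cell mean as a covariate and 12 with all transcript clusters. For the interaction, 30 of 46 lists were called, 1 with an estimated correlation, and 2 of 100 splits gave as many, the other giving 31, so chance is excluded for that number.

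The immune genes of Table S1 can be set beside the paper's colon values, with the tissue as a difference between them. In B6 mice the log2 ratio of males to females was −0.66 in the paper's colon array values and −0.37 in the ileum for *Apoe* (adjusted p = 0.062), −0.57 and −0.54 for *Cd3e* (0.15), −0.79 and −0.35 for *Bach2* (0.22), −0.51 and −0.84 for *Ccr2* (0.065) and −0.73 and −0.29 for *Cd74* (0.51). In BALB/c mice it was 0.37 in the paper's colon values and 0.77 in the ileum for *Ccr9* (adjusted p = 0.044), 0.57 and 0.17 for *Ccr2* (0.81), 0.41 and 0.11 for *Cd86* (0.80), 0.31 and −0.04 for *Batf* (0.94) and 0.58 and −0.29 for *Ccr6* (0.70). The call of *Ccr9* in the ileum was lost when any of 10 arrays was left out, at adjusted p values of 0.134, 0.0908 and 0.0830 without BALB/c female mice 3, 4 and 5, 0.161, 0.388 and 0.0834 without BALB/c male mice 1, 2 and 3, 0.0599 and 0.0580 without B6 female mice 1 and 2, and 0.0602 and 0.0719 without B6 male mice 2 and 5. Of the controls, *Uty* in B6 mice and *Xist* in BALB/c mice had the expected directions in both tissues, and their ratios, set by background in the sex without the transcript, were not compared. *Ccr6* was at −0.05 and 0.01 in B6 mice and *Cd226* at 0 and 0.42 in BALB/c mice (0.39). By the paper's colon qPCR, the log2 ratio was −1 for *Ccr6* in B6 mice and 0.39 for *Cd226* in BALB/c mice. For *Batf* and *Ccr6* in BALB/c mice it was 0.54 and 1.61. These qPCR differences carry no mark for significance in Tables S3 and S4. As a list, the 9 immune genes and *Cd226* were lower in B6 males by a mean of −0.34 (5 lower when adjusted over the list alone and 0 over all genes, adjusted p = 0.0380 with an estimated correlation) and higher in BALB/c males by 0.22 (1 higher, 3 when adjusted over the list alone, adjusted p = 0.155 with an estimated correlation). Without *Cd226* the means were −0.34 (adjusted p = 0.0319) and 0.20 (adjusted p = 0.155). These genes had been picked for a sex difference in the colon. Whether both tissues came from the same mice was not established here, so these list tests cannot count as independent of that choice.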
